# Mitochondrial citrate accumulation drives alveolar epithelial cell necroptosis in lipopolysaccharide-induced acute lung injury

**DOI:** 10.1038/s12276-022-00889-8

**Published:** 2022-11-28

**Authors:** Hui-Hui Yang, Hui-Ling Jiang, Jia-Hao Tao, Chen-Yu Zhang, Jian-Bing Xiong, Jin-Tong Yang, Yu-Biao Liu, Wen-Jing Zhong, Xin-Xin Guan, Jia-Xi Duan, Yan-Feng Zhang, Shao-Kun Liu, Jian-Xin Jiang, Yong Zhou, Cha-Xiang Guan

**Keywords:** Infection, Respiratory tract diseases

## Abstract

Necroptosis is the major cause of death in alveolar epithelial cells (AECs) during acute lung injury (ALI). Here, we report a previously unrecognized mechanism for necroptosis. We found an accumulation of mitochondrial citrate (citrate^mt^) in lipopolysaccharide (LPS)-treated AECs because of the downregulation of Idh3α and citrate carrier (CIC, also known as Slc25a1). shRNA- or inhibitor–mediated inhibition of Idh3α and Slc25a1 induced citrate^mt^ accumulation and necroptosis in vitro. Mice with AEC-specific Idh3α and Slc25a1 deficiency exhibited exacerbated lung injury and AEC necroptosis. Interestingly, the overexpression of Idh3α and Slc25a1 decreased citrate^mt^ levels and rescued AECs from necroptosis. Mechanistically, citrate^mt^ accumulation induced mitochondrial fission and excessive mitophagy in AECs. Furthermore, citrate^mt^ directly interacted with FUN14 domain-containing protein 1 (FUNDC1) and promoted the interaction of FUNDC1 with dynamin-related protein 1 (DRP1), leading to excessive mitophagy-mediated necroptosis and thereby initiating and promoting ALI. Importantly, necroptosis induced by citrate^mt^ accumulation was inhibited in FUNDC1-knockout AECs. We show that citrate^mt^ accumulation is a novel target for protection against ALI involving necroptosis.

## Acute Lung injury: Citrate as a culprit

The process of inflammation-induced cell death, necroptosis, in acute lung injury can be driven by the excessive accumulation of the small biomolecule citrate (a key intermediate of the tricarboxylic acid (TCA) cycle) inside the energy-processing parts of cells called mitochondria. Hui-Hui Yang in Central South University, Hunan, China, and colleagues uncovered this previously unknown mechanism for necroptosis in mouse lung cells exposed to lipopolysaccharide molecules in order to model acute lung injury. They described details of the molecular interactions that allow citrate to damage mitochondria and initiate cell death. They identified a molecular mechanism that could reduce the accumulation of citrate and protect the lung cells from necroptosis. The results suggest that drug treatments to reduce citrate accumulation could offer a novel route to protecting against forms of acute lung injury that involve necroptosis.

## Introduction

Acute lung injury (ALI) and its most severe form, acute respiratory distress syndrome (ARDS), are life-threatening conditions. These disease conditions are initiated by widespread diffuse damage to alveolar epithelial cells (AECs) and uncontrolled inflammation, which is characterized by bilateral chest radiographical opacities with severe hypoxemia^1,2^. Although substantial progress has been made in understanding the epidemiology and biology of ARDS over the past 5 decades, the pathogenic mechanisms of ALI/ARDS have not been fully identified. In fact, there is no proven pharmacological treatment for ARDS. Given that the ARDS fatality rate is 40%^3^, it is critical to explore the molecular mechanisms underlying ARDS pathogenesis.

AECs are essential for maintaining the structural and functional integrity of the lung^4^. Diffuse AEC injury is critical in the occurrence and development of ALI/ARDS^5^. Direct or indirect injury factors attack and destroy the alveolar structure, which activates macrophages and neutrophils by releasing damage-associated molecular patterns (DAMPs), rapidly amplifying the inflammatory response and exacerbating ALI/ARDS^4,6–8^. Recent studies have indicated that necroptosis but not apoptosis is the dominant type of AEC death in lipopolysaccharide (LPS)-induced ALI^9^. Necroptosis, which was first reported in 2005^10^, is a form of regulated cell death triggered by disturbances in intracellular and extracellular homeostasis. Necroptosis requires receptor-interacting protein kinase 3 (RIPK3) and is mediated by mixed lineage kinase domain-like pseudokinase (MLKL)^11^. RIPK3 phosphorylates MLKL. Then, phosphorylated MLKL oligomerizes and translocates to the cell membrane to form plasma membrane pores that cause the cell to swell in the presence of injury factors such as LPS^11,12^. We have reported that inhibition of AEC necroptosis attenuates the LPS-induced ALI in mice^13,14^. However, the molecular mechanism of AEC necroptosis in LPS-induced ALI is not fully understood.

Metabolic reprogramming is a rapidly growing topic in the field of inflammation research^15^. Cells reprogram glucose metabolism by transitioning from oxidative phosphorylation to glycolysis even in the presence of oxygen because glycolysis provides rapidly available energy and an ample supply of precursors for macromolecule biosynthesis^16^. Moreover, glucose metabolites, which are signaling molecules, have important functions in regulating inflammation and immune responses^17^. Citrate is produced in the mitochondrial tricarboxylic acid (TCA) cycle *via* citrate synthase-mediated conversion of oxaloacetate and acetyl-CoA. Mitochondrial citrate (citrate^mt^) is normally converted to isocitrate, which is decarboxylated by isocitrate dehydrogenase (IDH3) to generate α-ketoglutarate (αKG). In addition, citrate can be transported from the mitochondria into the cytosol (citrate^cy^) *via* the citrate carrier (CIC, also known as Slc25a1). Hence, the expression of IDH3 and CIC is highly correlated with citrate^mt^ homeostasis. Citrate^cy^ can be metabolized to produce acetyl-CoA and oxaloacetate *via* cytosolic ATP citrate lyase (Acly)^18–20^. Acetyl-CoA provides material for the phospholipid precursors of arachidonic acid, which can produce prostaglandin proinflammatory mediators *via* cyclooxygenase 2^21^. Therefore, citrate^cy^ is an important signaling molecule. However, the role of citrate^mt^ in AECs in LPS-induced ALI has never been investigated.

Mitochondrial health, which is maintained by mitochondrial quality control (MQC), is essential for the survival and function of eukaryotic organisms. MQC is a complex signaling response that affects mitochondrial biogenesis, fusion/fission, mitophagy, and the mitochondrial unfolded protein response^22,23^. Dynamin-related protein 1 (DRP1), which is a member of the dynamin family of GTPases, is a major regulator of mitochondrial fission^24^. FUN14 domain-containing protein 1 (FUNDC1) is a novel mitochondrial membrane-associated protein that recruits DRP1 to drive mitochondrial fission in response to hypoxic stress^25^. Strikingly, the phosphorylation of DRP1 at serine 616 (Ser^616^) has a crucial role in the regulation of DRP1 activity. Ser^616^ phosphorylation promotes DRP1 recruitment to mitochondria and subsequent mitochondrial fission^26^. Moreover, mitochondrial fragmentation is required for mitophagy^27^. Mitophagy is a “self-eating” process, while, excessive mitophagy is maladaptive and linked to cell death^28,29^. DRP1-mediated mitochondrial fission contributes to excessive mitophagy^30^, which significantly reduces mitochondrial mass and causes ATP exhaustion, resulting in stress-induced death *via* necroptosis^29^. For example, the interaction of DRP1 with retinoblastoma protein mediates necroptosis and hepatic injury induced by cadmium exposure^31^. Thus, mitochondrial dysfunction, such as DRP1-induced excessive mitophagy, triggers necroptosis.

Recently, we showed that extracellular citrate could act as a DAMP to activate macrophages and promote LPS-induced ALI in mice^32^. However, the role of citrate^mt^ in the early stage of ALI remains unknown. A previous study reported that citrate concentrations were positively associated with mitochondrial dysfunction in nonalcoholic fatty liver disease^33^. Thus, it is plausible that there is a link between citrate^mt^ and mitochondrial dysfunction. In addition, citrate has been shown to inhibit polynucleotide phosphorylase (PNPase) activity by binding to the active site of two distantly related PNPases^34^. Taken together, these exciting findings prompted us to hypothesize that excessive citrate^mt^ might bind to FUNDC1 and consequently initiate the recruitment of DRP1 to drive mitochondrial fission, leading to excessive mitophagy and triggering necroptosis in AECs during ALI.

In this study, we first examined citrate^mt^ accumulation in AECs that were challenged with LPS ex vivo and in vivo. The overexpression of Idh3α and Slc25a1 decreased citrate^mt^ levels and rescued AECs from LPS-induced necroptosis. Conversely, inhibiting Idh3α and Slc25a1 with shRNA or inhibitors induced citrate^mt^ accumulation and necroptosis. Mechanistically, we found that citrate^mt^, which directly binds to FUNDC1, recruited cytoplasmic DRP1 to mitochondria, which exacerbated mitochondrial fission, resulting in excessive mitophagy that triggered necroptosis in AECs during the development of ALI/ARDS.

## Materials and methods

### Animals

C57BL/6J mice (male, 8 weeks old, purchased from Hunan SJA Laboratory Animal Co., Ltd) were bred and housed in the pathogen-free facility of Central South University at 25 °C with a 12:12 h light:dark cycle. The mice had ad libitum access to food and water. All mice underwent routine health status checks by a certified veterinarian. The animals were randomly assigned to the experimental and control groups.

### Animal treatments

To induce the ALI model, the mice were intratracheally administered LPS (Sigma‒Aldrich, from *Escherichia coli O111: B4*, USA, 5 mg/kg body weight) as previously described^35^. Twelve hours after LPS administration, the mice were sacrificed. To investigate the effects of IDH3 and CIC inhibition on the severity of ALI, we used TBT (Aladdin, an IDH3 inhibitor, 20 mg/kg body weight) and BTA (Sigma‒Aldrich, a CIC inhibitor, 20 mg/kg body weight). The inhibitors were simultaneously injected intraperitoneally every day for three days. Then, the mice were intratracheally administered LPS (2.5 mg/kg) for 12 h. Specific adenovirus-mediated shRNAs (1 × 10^8^ PFU/20 g) targeting Idh3α or Slc25a1 in AECs were intratracheally injected 10 days before LPS (2.5 mg/kg) treatment.

### Bronchoalveolar lavage fluid (BALF) collection

BALF was collected as previously described^35^. Briefly, the lungs were lavaged with 0.8 mL of ice-cold PBS three times. The recovered fluid was centrifuged at 1500 rpm for 5 min at 4 °C, and then the supernatant was collected to measure the citrate concentration.

### Histopathology and inflammation scores

Histopathological analysis of paraffin-embedded lung tissue was performed on lung sections stained with H&E by standard procedures. The severity of morphological changes (neutrophils in the alveolar space, hemorrhage, hyaline membranes, pertinacious debris filling the airspaces, and septal thickening) was assessed semiquantitatively using a numeric inflammation score. The mean score was considered the inflammation score (0–4) and was determined by three independent pathologists.

### Untargeted metabolomics assay

Untargeted metabolomics assays were performed as previously described^36^. Briefly, untargeted metabolomics assays for glucose were performed by gas chromatography‒mass spectrometry (Shanghai Profleader Biotech Co., Ltd.). Metabolomics instrumental analysis was performed on an Agilent 7890 A gas chromatography system coupled to an Agilent 5975 C inert MSD system (Agilent Technologies Inc., CA, USA), and twenty-three untargeted metabolites were analyzed.

### ELISA

Serum levels of TNF-α and IL-1β were measured with ELISA kits (Invitrogen, TNF-α: # T88-7324; IL-1β: 88–7013) according to the manufacturer’s instructions. The levels were determined by comparing the optical density (450 nm and 570 nm) against a standard curve.

### Cell culture

Mouse lung AECs (MLE12 cells, ATCC CRL-2110) were maintained in HITES medium (DMEM/F12 medium containing hydrocortisone, insulin, transferrin, estradiol, and selenium) supplemented with 2% fetal bovine serum (Gibco, USA) and 1% (v/v) penicillin/streptomycin (Solarbio) at 37 °C and 5% CO_2_.

### Cell treatments

Cells were treated with 0, 1, 3.3, and 10 μg/mL LPS for 3 h, 12 h, and 24 h. Cells were treated simultaneously with the IDH3 inhibitor (TBT, 100 nM) and CIC inhibitor (BTA, 2 mM) for 3 h and 24 h.

### Lentivirus-mediated knockdown (or overexpression) of Idh3α and Slc25a1

To manipulate citrate^mt^ levels in MLE12 cells, packed empty LV vectors (TTCTCCGAACGTGTCACGT), LV-mediated sh-Idh3α vectors (cgGAGAACTGTAAAGACATTA; GenBank accession number NM_029573), and LV-mediated sh-Slc25a1 vectors (gtATTCATCATCTACGATGAA; GenBank accession number NM_153150) were designed and synthesized by GeneChem (Shanghai, China). 

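The Idh3α shRNA sequence, CGGAGAACTGTAAAGACATTA, matched the mouse gene Idh3a (ENSMUSG00000032279), which encodes the catalytic alpha subunit of the NAD-dependent isocitrate dehydrogenase. The matched bases lay on chromosome 9 of GRCm38 from 54598437 to 54598457, on the plus strand, within the coding sequence in exon 7 of 11 of the transcript examined. Of the 5 annotated transcripts of Idh3a, 4 held the site. In the transcript, the site was preceded by GGCTCTTTCTGCAAAAATGCAGGGAAGTTG and followed by AATTTAACGAGATGTACCTTGATACTGTAT. The Slc25a1 shRNA sequence, GTATTCATCATCTACGATGAA, matched Slc25a1 (ENSMUSG00000003528), which encodes the mitochondrial citrate carrier (CIC). This site lay on chromosome 16 of GRCm38 from 17925852 to 17925872, on the minus strand, within the coding sequence in exon 9 of 9, and was held by 3 of the 6 annotated transcripts. Neither 21-base sequence, nor the 19 bases of each that the paper writes in capitals, matched a transcript of any other annotated gene without mismatches. The 19-base control sequence matched no annotated transcript. The sample labels and the paper also call the control vector empty, so whether the control cells expressed an shRNA is not settled. Sites with mismatches were not searched at this length.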

MLE12 cells were simultaneously transfected with the shIdh3α lentivirus (MOI: 50), shSlc25a1 lentivirus (MOI: 50) and negative control (shCtrl lentivirus, MOI: 50) in the presence of 1×HitransG P (Lot: REVG005, GeneChem). For overexpression experiments, lentiviruses for mouse Slc25a1 (NM_153150) and Idh3α (NM_029573) were purchased (GeneChem), and lentiviral transduction of MLE12 cells was performed at an MOI of 25. The empty construct was used as the control for all experiments. The cells were washed with fresh complete medium 16 h later and then cultured for an additional 80 h. The efficiency of Idh3α and Slc25a1 knockdown (or overexpression) was assessed by immunoblotting.

### Generation of FUNDC1-KO cell lines by CRISPR/Cas9

To stably knock out the expression of FUNDC1 in MLE12 cells, a mouse FUNDC1-KO kit was purchased from cas9x^TM^ (GeneID: 72018, Cat.: KT317685). MLE12 cells were transfected with 1 μg of the FUNDC1 sgRNA plasmid plus 1 μg of the Cas9 plasmid according to the manufacturer’s recommendations. Following 2 μg/mL puromycin (GeneChem, REVG1001) selection for five days, the cells were sorted into 96-well plates. Single-cell clones were expanded and validated as FUNDC1 KO clones by immunoblotting.

### Flow cytometry

To measure the degree of apoptosis and necrosis following LPS treatment in vitro, cells were stained with Annexin V and propidium iodide (BD, USA) for 15 min at room temperature in the dark and then harvested with gentle scraping. The cells were then washed with PBS, and cytometry buffer was added. The cells were analyzed using a BD FACS Verse (BD Biosciences, San Jose, CA, USA) flow cytometer with an excitation wavelength of 488 nm and an emission wavelength of 530 nm and were analyzed using FlowJo software (version 10, Tree Star Inc., San Jose, CA, USA).

### Transmission electron microscopy (TEM)

MLE12 cells were fixed in 2.5% glutaraldehyde at 4 °C for 2 h and postfixed with 1.5% osmium tetroxide for 2 h. Then, the cell pellets were dehydrated with acetone and embedded in resin. The pieces were sectioned at a thickness of 70 nm and stained with lead citrate after hardening. Cellular ultrastructure was observed by TEM (FEI Tecnai 20, Hillsboro, OR, USA), as previously described^31^.

### Immunofluorescence analysis

Immunofluorescence analysis was performed as previously described^35^. Briefly, the cells were seeded on glass coverslips, treated as indicated, and fixed with 4% paraformaldehyde for 15 min at room temperature. Subsequently, the cells were washed three times with PBS and incubated with 1% BSA (Carl Roth) in PBS for 30 min at room temperature. The coverslips were incubated with diluted primary anti-MLKL or anti-TOM20 antibodies in blocking buffer in a humid chamber overnight at 4 °C. After being incubated, coverslips were washed with PBS three times and incubated with secondary antibodies for 1 h at room temperature. The cells were stained with 1× DAPI (Solarbio, China) for 2 min and washed three times with ddH_2_O. Imaging was performed with a Carl Zeiss LSM700 laser scanning confocal microscope (Prenzlauer, Berlin, Germany).

### Coimmunoprecipitation (Co-IP)

For FUNDC1 and DRP1 immunoprecipitation, cell extracts were prepared using IP lysis buffer (50 mM Tris-HCl at pH 7.4, 150 mM NaCl, 0.5% Nonidet P-40, 10% glycerol, and 1 mM EDTA) and fresh protease inhibitors. The lysates were precleared by centrifugation for 10 min. Ten percent of the supernatants were reserved for measuring protein input. The remaining lysate was incubated with IgG-coupled magnetic beads (Pierce™ Protein G Magnetic Beads) overnight at 4 °C on a rotator wheel. Following five washes with lysis buffer, the immune complex beads were heated at 100 °C in 1× loading buffer (75 mM Tris-HCl at pH 6.8, 10% glycerol, 2% SDS, 0.05% bromophenol blue, and 2.5% β-mercaptoethanol) prior to being loaded on 12% SDS-PAGE gels. After electrophoresis, the separated proteins were transferred to polyvinylidene fluoride (PVDF) membranes (Millipore, USA) in transfer buffer (25 mM Tris, 0.192 M glycine, and 20% methanol), and the transferred membranes were immunoblotted with antibodies.

### Mitochondrial membrane potential (MMP) assay

A mitochondrial-specific cationic dye (JC-1) was used for an enhanced MMP assay (kit from Beyotime, China). MLE12 cells were seeded in 24-well plates. After LPS or LV-mediated sh-Idh3α vector and LV-mediated sh-Slc25a1 vector treatment, JC-1 was added and incubated at 37 °C for 30 min, and the cells were washed three times with JC-1 buffer. Images were obtained using a Carl Zeiss LSM700 laser scanning confocal microscope.

### Cytoplasmic and mitochondrial extraction

Cells and lung tissue were collected by trypsin release (Sigma‒Aldrich) and centrifuged at 300 g at 4 °C for 5 min. Each time, 5 × 10^7^ cells were extracted. The cells (5 × 10^7^) were resuspended by adding 1.0 mL of precooled lysis buffer and grinding the cell suspension in an ice bath at 0 °C. The extracts were centrifuged at 1000 g at 4 °C for 5 min, and the supernatant was transferred to a new EP tube and recentrifuged. The pellet containing nuclei and unbroken cells was discarded, and the supernatant was centrifuged at 12,000 g at 4 °C for 10 min. The resulting supernatant contained cytoplasm, and the pellet contained mitochondria. After transferring the supernatant to a new EP tube, 0.5 mL of Wash Buffer was added to resuspend the mitochondrial pellet, which was centrifuged at 1000 g at 4 °C for 5 min. The supernatant contained cytoplasm was centrifuged at 12,000 g at 4 °C for 10 min. The supernatant was discarded, and the precipitates were collected and dissolved in RIPA buffer solution (Solarbio, China).

### Gene expression analysis

Total RNA was harvested from cells and lung tissue using RNAiso Plus (TaKaRa, Japan) according to the manufacturer’s instructions. RNA integrity was assessed by agarose gel electrophoresis. The quality of the RNA preparation was based on the 28 S/18 S ribosomal RNA ratio and was measured spectrophotometrically (Thermo Fisher Scientific, USA). One microgram of total RNA was reverse-transcribed into cDNA in 20 μL of reaction volume using a PrimeScript™ RT Reagent Kit with gDNA Eraser (RR047A, TaKaRa, Japan). The primers used for gene expression analysis are listed in Supplementary Table 1. Real-time qPCR was performed using TB Green® Premix Ex Taq™ (Tli RNaseH Plus, RR420A, TaKaRa, Japan), and β-actin was used as a reference. The quantitative PCR conditions were as follows: 95 °C for 30 s, 40 cycles of 95 °C for 5 s, 60 °C for 30 s, and melting at 95 °C for 10 s, 65 °C for 5 s, 95 °C/0.5 °C. Relative gene expression was determined by the 2^−ΔΔCt^ method.

### Immunoblotting

Cells and lung tissue lysates were extracted with RIPA buffer (high) (Solarbio, R0010, China) containing 1% protease inhibitors (MCE, USA) and a phosphatase inhibitor cocktail. The samples were mixed with SDS lysis buffer (10% SDS, 0.25 M Tris-HCl at pH 6.8, 50% glycerol, 1% β-mercaptoethanol, and bromophenol blue) and separated by SDS‒PAGE. For nonreducing gel analysis, the cells were lysed in 20 mM Tris (pH 7.0) containing 0.5% NP40, 250 mM NaCl, 3 mM EDTA, 3 mM EGTA, 0.5 mM phenylmethylsulfonyl fluoride, 20 mM glycerol phosphate, 1 mM sodium vanadate, and 1 μg/mL leupeptin and separated by native PAGE. Then, the proteins were transferred to PVDF membranes (Millipore, USA). After being blocked with 5% skim milk or BSA for 1 h, the membranes were incubated with primary antibodies at 4 °C overnight and then with the HRP-labeled secondary antibodies for 1 h at room temperature. The antibodies used for protein expression analysis are listed in Supplementary Table 2. Bands were visualized with an enhanced chemiluminescence kit (WBLUR0500, Millipore, USA).

### Quantification and Statistical Analysis

Sample sizes (replicates, animals) are traceable as individual data points in each figure. Ex vivo experiments were repeated at least twice. Data involving animals are pooled data of at least two independent experiments. All tests used to determine statistical significance were two-sided. Statistical comparisons between two groups were determined by an unpaired *t* test. Differences among variables were assessed by ANOVA. A *P* value less than 0.05 was considered statistically significant. Details on specific statistical tests and the exact value of *n* are in each figure legend. All statistical analyses were performed using SPSS 22.0 (IBM, Chicago, IL) or GraphPad Prism 9 (San Diego, CA, USA). A molecular docking model of FUNDC1-citrate binding was performed using AutoDock and PyMol. The schematic was created with BioRender.com.

## Results

### Citrate accumulates in the lungs and MLE12 cells in response to LPS challenge

We previously demonstrated that metabolic reprogramming occurs in the lungs after the induction of ALI^37^. To further investigate this observation, we employed a LPS-induced ALI mouse model (Supplementary Fig. 1a–c). Then, we used gas chromatography‒mass spectrometry (GC‒MS) and untargeted metabolomics analysis to measure the intermediate metabolites derived from glucose in the lungs of ALI mice and observed that pyruvate was increased in the lungs (Fig. 1a, b). Interestingly, citrate, the crucial substrate of the TCA cycle, was also elevated compared to that in control samples (Fig. 1a, b). In addition, citrate concentrations in the BALF, lungs, and serum of LPS-treated mice were higher than those in controls (*n* = 8–10, *P* < 0.001, Fig. 1c–e), which was consistent with the GC‒MS results. MLE12 cells were stimulated with LPS to mimic AECs injury (Supplementary Fig. 1d–f). Interesting, similar increases in citrate concentrations were observed in the cells and supernatants of MLE12 cells cultured in the presence of LPS, as shown in Fig. 1f. Taken together, these results indicate that citrate accumulates in the lungs and in MLE12 cells in response to LPS challenge.

**Fig. 1:**
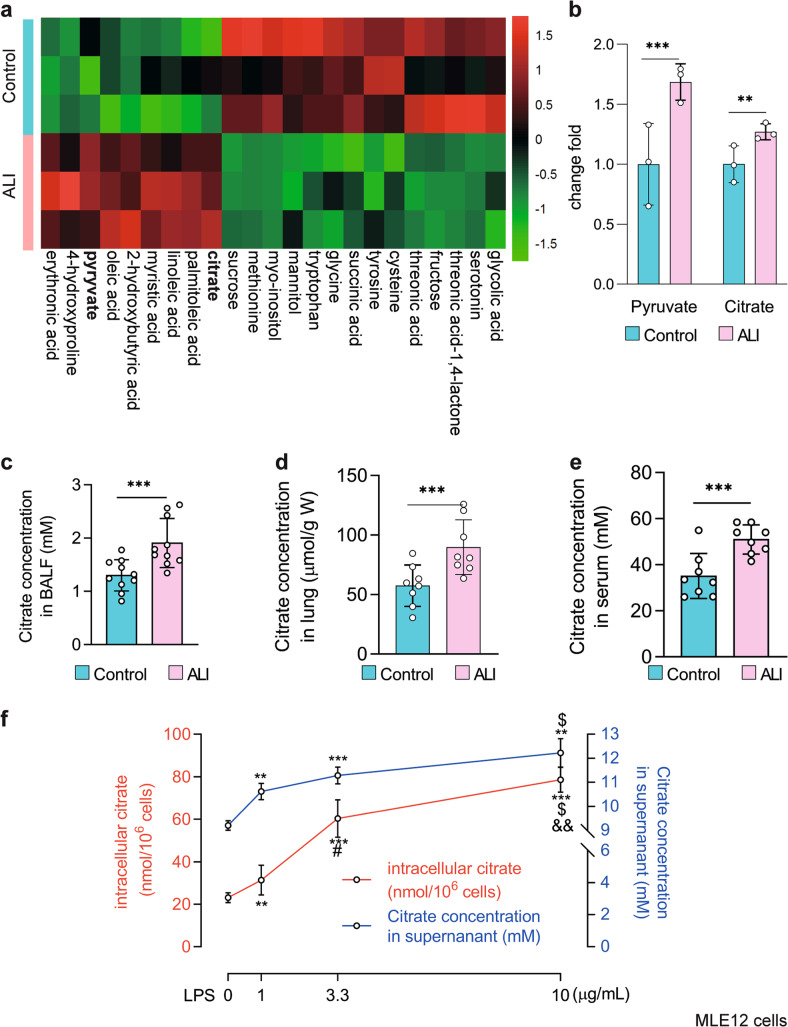
Citrate accumulates in the lungs and MLE12 cells challenged with LPS. **a** Heatmap showing increased levels of pyruvate and citrate in the lungs of mice treated with LPS compared to normal saline (*n* = 3). **b** The fold changes of pyruvate and citrate were calculated relative to the normal saline group (*n* = 3). Dots, individual mice. **c**–**e** The citrate concentrations in the BALF, lungs, and serum of LPS-induced ALI mice were increased (*n* = 8–10). **f** LPS-treated MLE12 cells (12 h) showed enrichment of citrate (*n* = 3). The data are shown as the mean ± SD. **P < 0.01 and ***P < 0.001.

### LPS impairs citrate metabolism and transport in vivo and in vitro

Citrate^mt^ participates in the TCA cycle through the downstream key enzymes IDH3 and succinate dehydrogenase (SDH)^18^. Citrate^mt^ can be transferred to the cytoplasm by the CIC. Citrate^cy^ is converted to oxaloacetate and acetyl-CoA by ATP citrate lyase (Acly)^20^ (Fig. 2a). We found that *Idh3α*, *Sdhα*, *Slc25a1*, and *Acly* mRNA levels were markedly downregulated by 75.9%, 67.3%, 31.0%, and 33.2%, respectively, in the lungs after 12 h of LPS treatment (Fig. 2b), which indicates the accumulation of citrate^mt^ in the lungs and MLE12 cells in response to LPS challenge. The immunoblot results showed that the protein expression of IDH3α and CIC was decreased by 41.2% and 53.2%, respectively, in the lung tissue of LPS-induced ALI mice compared with the controls (Fig. 2c, d). To further confirm the alterations in citrate in the mitochondria and cytoplasm, we measured the concentrations of citrate^mt^ and citrate^cy^. The results revealed that the concentration of citrate^mt^ was significantly increased in the lung tissue of LPS-induced ALI mice (21.45964 ± 8.777 μmol/g) compared with the controls (46.795 ± 14.224 μmol/g) (Fig. 2e). In contrast, citrate^cy^ was not significantly different between the two groups (Fig. 2f). These results were consistent with our findings that the protein expression levels of IDH3α and CIC were suppressed. The gene and protein expression levels of Idh3α and CIC were also inhibited in LPS-treated MLE12 cells (Fig. 2g–i), and citrate^mt^ was significantly increased (Fig. 2j). Taken together, these results indicate impaired citrate metabolism and transport in the lungs and MLE12 cells stimulated by LPS.

**Fig. 2:**
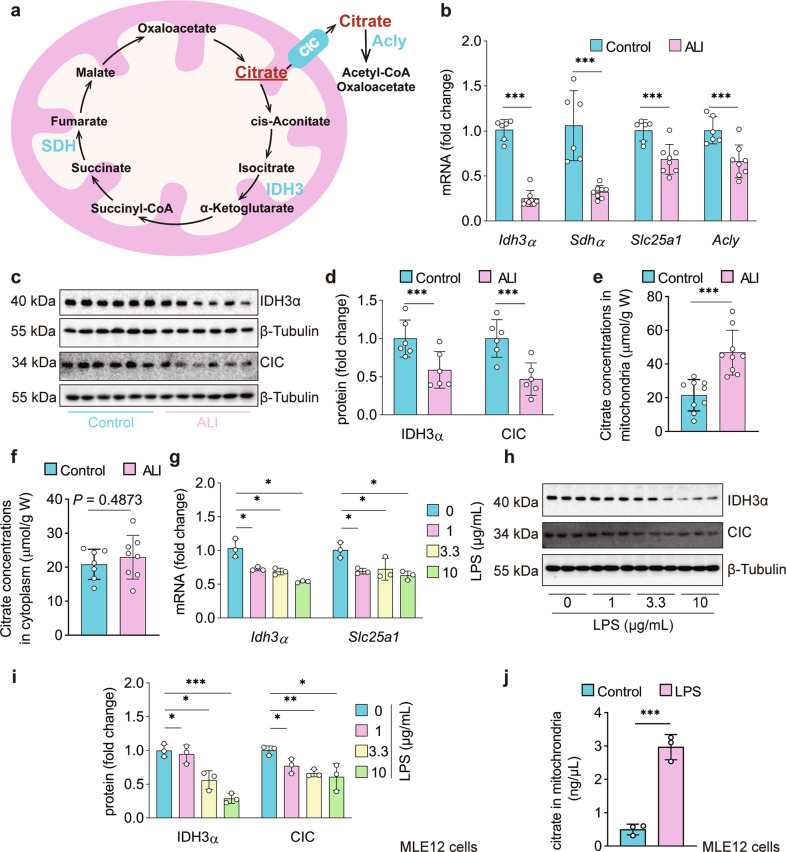
Impaired citrate metabolism and transport in the lungs of mice and MLE12 cells with LPS challenge. **a** The pathway of citrate metabolism and transport. **b** Expression of *Idh3α*, *Sdhα*, *Slc25a1*, and *Acly* mRNA in the lungs 12 h after LPS or normal saline treatment. The fold changes were calculated relative to the saline group (*n* = 6–8). **c**–**f** Representative immunoblots of lung tissue lysates 12 h after LPS treatment showing decreased protein levels of IDH3α and CIC (*n* = 6 mice per group) and increased citrate^mt^ but not citrate^cy^ in the lungs of ALI mice (*n* = 8–9 mice per group). **g**–**j** IDH3α and CIC mRNA and protein levels were downregulated, whereas increased citrate^mt^ was observed in LPS-treated MLE12 cells (*n* = 3). The data are shown as the mean ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001.

### Rescuing citrate^mt^ metabolism and transport attenuates LPS-induced necroptosis in AECs

Programmed death in AECs, such as apoptosis, ferroptosis, and necroptosis, is crucial in the occurrence and development of ALI^38^. We found that LPS did not affect apoptosis- or ferroptosis-related genes or proteins, including BAX, BCL-2, Caspase-3 (markers of apoptosis), GPX4, and ACSL4 (markers of ferroptosis) (Supplementary Fig. 2a–d). Interestingly, LPS increased the percentage of necrotic/dead cells but not the percentage of apoptotic cells (Fig. 3a–c). In addition, the RIPK3 inhibitor but not the ferroptosis or apoptosis inhibitor rescued the LPS-induced reduction in MLE12 cell viability (Fig. 3d). An RT‒PCR array assay and gene ontology and pathway enrichment analysis revealed that genes involved in necroptosis are upregulated in LPS-induced lung injury^9^. Our results demonstrated that LPS significantly increased the protein expression and phosphorylation levels of RIPK3 and MLKL (Fig. 3e–g), and LPS induced trimerized MLKL translocation to the plasma membrane to form pores (Fig. 3h). Taken together, these results suggest that LPS (0, 1, 3.3, and 10 μg/mL) induced necroptosis but not apoptosis or ferroptosis in AECs.

**Fig. 3:**
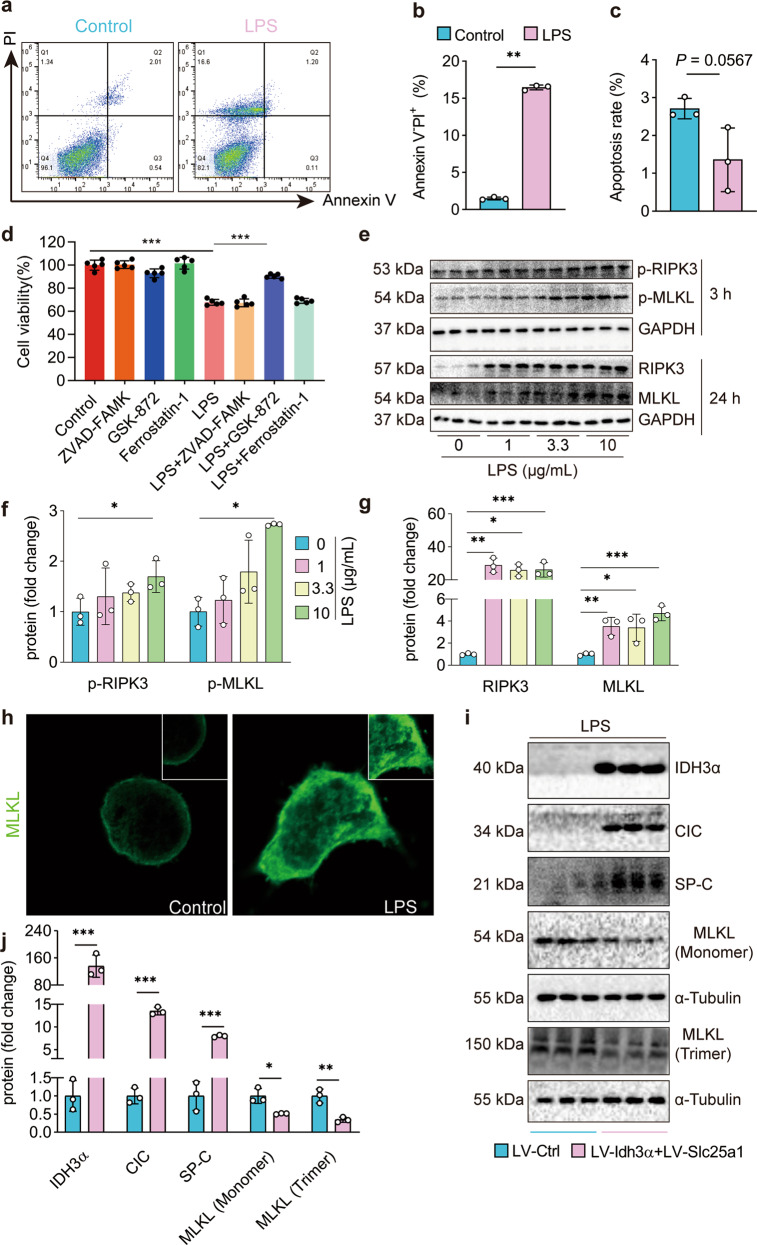
Rescued citrate^mt^ metabolism and transport attenuate LPS-induced necroptosis in AECs. **a**–**c** Apoptosis and necrosis in LPS-treated MLE12 cells were analyzed by flow cytometry (*n* = 3). **d** The RIPK3 inhibitor but not the apoptosis or ferroptosis inhibitor restored cell viability within 24 h of LPS incubation (*n* = 3). **e**–**g** The immunoblots show elevated expression and phosphorylation of the necroptosis-related proteins RIPK3 and MLKL (*n* = 3). **h** Immunofluorescence staining of MLKL (green) in LPS-treated MLE12 cells. **i**, **j** The immunoblots show that Idh3α and Slc25a1 overexpression in MLE12 cells rescued the expression of SP-C and greatly reduced necroptosis, as shown by the decreases in total and trimerized MLKL. The data are shown as the mean ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001.

To investigate whether citrate^mt^ accumulation had any effect on LPS-induced necroptosis, we generated MLE12 cells that overexpressed Idh3α and Slc25a1. We found that the overexpression of Idh3α and Slc25a1 rescued the protein expression of surfactant protein C (SP-C) and significantly reduced necroptosis, as shown by the decreased protein expression of RIPK3 and MLKL and levels of trimerized MLKL in MLE12 cells treated with LPS (Fig. 3i, j). Collectively, these results suggest that restoring citrate^mt^ metabolism and transport attenuates LPS-induced necroptosis in AECs.

### Citrate^mt^ accumulation drives necroptosis but not apoptosis or ferroptosis in AECs

To further determine the effects of citrate^mt^ accumulation on the death of AECs, we established a citrate^mt^ accumulation model with an Idh3α-silencing lentivirus (Idh3α shRNA) and a Slc25a1-silencing lentivirus (Slc25a1 shRNA) (Supplementary Fig. 3a–d). Simultaneous infection with Idh3α shRNA and Slc25a1 shRNA induced citrate^mt^ accumulation in MLE12 cells (Fig. 4a–d) and downregulated SP-C protein expression (Supplementary Fig. 3e). Importantly, immunoblotting and flow cytometry demonstrated that citrate^mt^ accumulation did not affect AEC apoptosis, whereas it increased the percentage of necrotic cells (Fig. 4e–g). The abundance of ferroptosis-related proteins, such as GPX4 and ACSL4, did not change with citrate^mt^ accumulation (Supplementary Fig. 3f).

**Fig. 4:**
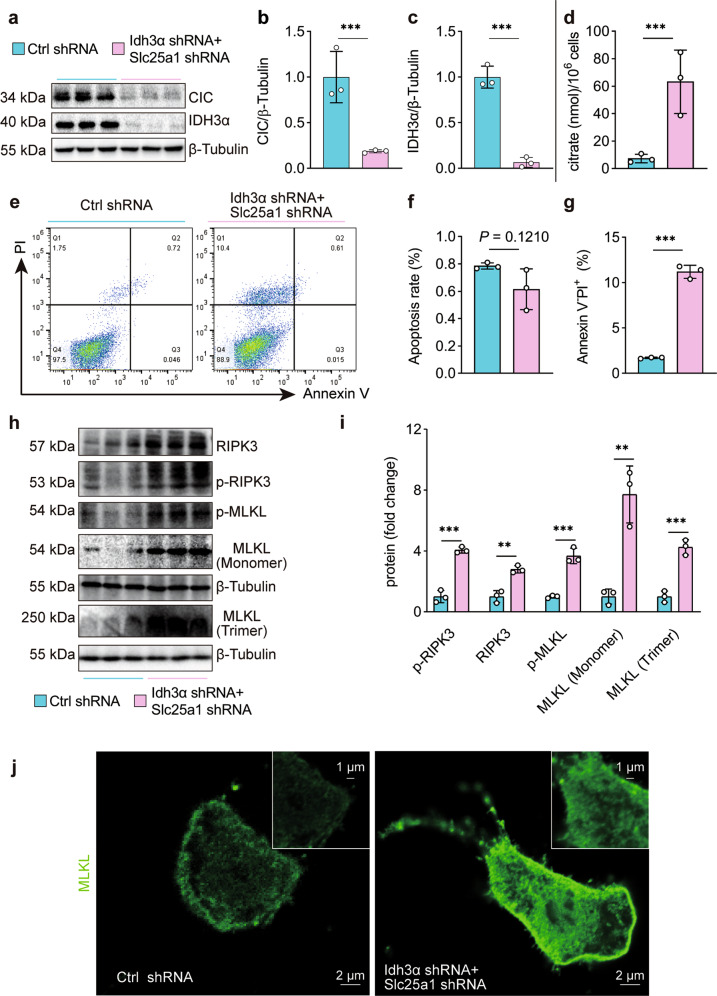
Necroptosis but not apoptosis or ferroptosis is promoted by citrate^mt^ accumulation induced by Slc25a1 and Idh3α shRNA in vitro. **a**–**c** The citrate^mt^ accumulation model was established by silencing Slc25a1 and Idh3α with shRNA in MLE12 cells (*n* = 3). **d** Citrate was measured with a citrate assay kit (*n* = 3). **e**–**g** Apoptotic and necrotic cells were assessed by flow cytometry with annexin V and PI staining (*n* = 3). **h**, **i** The immunoblots showed elevated expression of the necroptosis-related proteins RIPK3 and the MLKL monomer and increased levels of phosphorylated and trimerized MLKL (*n* = 3). **j** Immunofluorescence staining of MLKL (green) in MLE12 cells with citrate^mt^ accumulation. The data are shown as the mean ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001.

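MLE12 cells, an immortalized line of mouse lung epithelial cells, were infected either with Ctrl shRNA lentivirus or with Idh3α shRNA and Slc25a1 shRNA lentiviruses together (knockdown below). The MOI, the number of infectious particles added per cell, was 50 for each of the 2 knockdown lentiviruses and 50 for the control lentivirus, so that, as the paper gives it, the knockdown cells received the larger total dose. The sample labels describe the control lentivirus as an empty vector, so the groups may also differ in whether any shRNA was expressed. The medium was replaced after 16 h and the cells were cultured for a further 80 h. Total RNA of 3 samples per group was sequenced as paired-end Illumina libraries. The authors deposited the number of reads they counted on each of 54532 mouse genes, without normalization, and the same values as FPKM, which are scaled to gene length and library size. The paper's text names no aligner, counting program, annotation or test for these data, and the deposited gene coordinates are those of GRCm38. The total count was 28535653, 27792900 and 27273502 in Ctrl shRNA replicates 1, 2 and 3, with a median of 27792900. In knockdown replicates 1, 2 and 3 it was 28023682, 28112519 and 27715153, with a median of 28023682. From these counts, 15307 genes with enough counts for edgeR's filterByExpr function were kept, scaled by the TMM method and compared between the groups with edgeR's quasi-likelihood test.
The targeted mRNAs were examined in every sample. *Idh3α* stood at 79.8, 137 and 93.0 CPM (counts scaled to the normalized library size) in Ctrl shRNA replicates 1, 2 and 3 and at 58.5, 57.9 and 55.5 CPM in the knockdown replicates. Its mean fell from 103 ± 29.7 CPM (SD, n = 3) to 57.3 ± 1.59 CPM (SD, n = 3), a log2 fold change of -0.85 (standard error 0.20, adjusted p = 0.254 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested). *Slc25a1* stood at 103, 98.7 and 108 CPM in the controls and at 68.9, 69.6 and 63.0 CPM in the knockdown replicates. Its mean fell from 103 ± 4.78 CPM (SD, n = 3) to 67.2 ± 3.67 CPM (SD, n = 3), a log2 fold change of -0.62 (standard error 0.08, adjusted p = 0.104 from the same edgeR test). For both genes every control was above every knockdown sample (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). Neither gene passed an adjusted p of 0.05 in this edgeR test with all samples. With DESeq2 and all samples both did (adjusted p = 0.0190 for *Idh3α* and 5.26e-06 for *Slc25a1*, Benjamini-Hochberg), as they did with limma's sample quality weights, chosen after seeing the data (adjusted p = 0.00289 and 0.00103, Benjamini-Hochberg). With Ctrl shRNA replicate 2 left out, the log2 fold change was -0.60 for *Idh3α* (adjusted p = 0.0142 from edgeR's test) and -0.66 for *Slc25a1* (adjusted p = 0.00649). Over all alternatives, including those chosen after seeing the data, the Benjamini-Hochberg adjusted p ran from 2.06e-07 to 0.675 for *Idh3α* and from 5.76e-11 to 0.660 for *Slc25a1*.
Ctrl shRNA replicate 2 differed from the other 5 libraries at a similar total count. It had 16681 genes with at least 1 count, against 19902 to 23147 in the others. Its 100 most abundant genes took 27.2% of its counts, against 12.6% to 12.9%, and mitochondrially encoded genes took 6.49%, against 1.57% to 1.80%. Across genes, which are not independent replicates, its log2 CPM correlated with the other libraries at 0.928 to 0.942 (Pearson's r), while the others correlated with each other at 0.981 or more. The paper's text does not mention leaving out a library, and all 6 samples were kept.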

To understand the biological role of citrate^mt^ accumulation, we performed RNA-seq analysis. 

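With all 6 samples, 9 genes were higher and 1 gene was lower in cells with Idh3α shRNA + Slc25a1 shRNA at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 6 of the higher genes and the lower gene changed by at least 2-fold. At an unadjusted p under 0.05, 1144 genes were higher and 1018 were lower. That change of threshold moved the counts most among the alternatives set in advance, while limma with sample quality weights, chosen after seeing the data, gave 1327 higher and 971 lower genes. The numbers depended on single libraries. Without Ctrl shRNA replicate 2, 175 genes were higher and 106 were lower, and edgeR's biological coefficient of variation fell from 0.263 to 0.102. Leaving out Ctrl shRNA replicate 1 left 1 higher gene, and leaving out any other library left 0, against 603 to 725 higher genes at an unadjusted p under 0.05. With DESeq2 in place of edgeR and all 6 samples, 216 genes were higher and 143 were lower. All 10 genes from the edgeR test were also called by DESeq2 and without Ctrl shRNA replicate 2.
The largest fold change among the genes past the threshold was that of *Nfkbiz* (ENSMUSG00000035356, chromosome 16 of GRCm38, 55811375 to 55838899), which encodes a nuclear regulator of NF-κB. It rose from 5.50 ± 1.06 CPM (SD, n = 3) to 23.5 ± 1.50 CPM (SD, n = 3), a log2 fold change of 2.09 (standard error 0.17, adjusted p = 0.0249 from edgeR's test). *Tnfaip3* (ENSMUSG00000019850, chromosome 10, 19000910 to 19015657), which encodes the ubiquitin-editing enzyme A20, had the smallest adjusted p. It rose from 18.6 ± 1.84 CPM (SD, n = 3) to 67.9 ± 2.33 CPM (SD, n = 3), a log2 fold change of 1.87 (standard error 0.10, adjusted p = 0.0116 from edgeR's test). *Csf1* (ENSMUSG00000014599, chromosome 3, 107741048 to 107760469), a macrophage growth factor gene, rose from 144 ± 12.0 to 323 ± 5.88 CPM (SD, n = 3 each), with a log2 fold change of 1.17 (standard error 0.09, adjusted p = 0.0249 from edgeR's test). The inhibitor genes *Nfkbie* (ENSMUSG00000023947, chromosome 17, 45555703 to 45563169) and *Nfkbia* (ENSMUSG00000021025, chromosome 12, 55489410 to 55492647) rose by 1.26 and 0.94 on the log2 scale. The other higher genes were *Thbs1*, *Plk2*, *Psd* and *Tfrc*, with log2 fold changes of 1.13, 1.07, 0.81 and 0.78. *Psd* overlaps *Nfkb2*, a gene chosen after its values were seen, by 4 bases on the opposite strand. *Nfkb2* had a mean of 7783 counts against 1641 for *Psd*, and a log2 fold change of 0.73. Because the counting is not stated to use strand, the value of *Psd* is uncertain. The lower gene was *Txnip* (ENSMUSG00000038393, chromosome 3, 96557957 to 96561883), which encodes thioredoxin-interacting protein. It fell from 166 ± 1.67 CPM (SD, n = 3) to 74.1 ± 3.73 CPM (SD, n = 3), a log2 fold change of -1.16 (standard error 0.07, adjusted p = 0.0164 from edgeR's test). In each of these 10 genes the control and knockdown samples did not overlap.

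**Figure D1:**
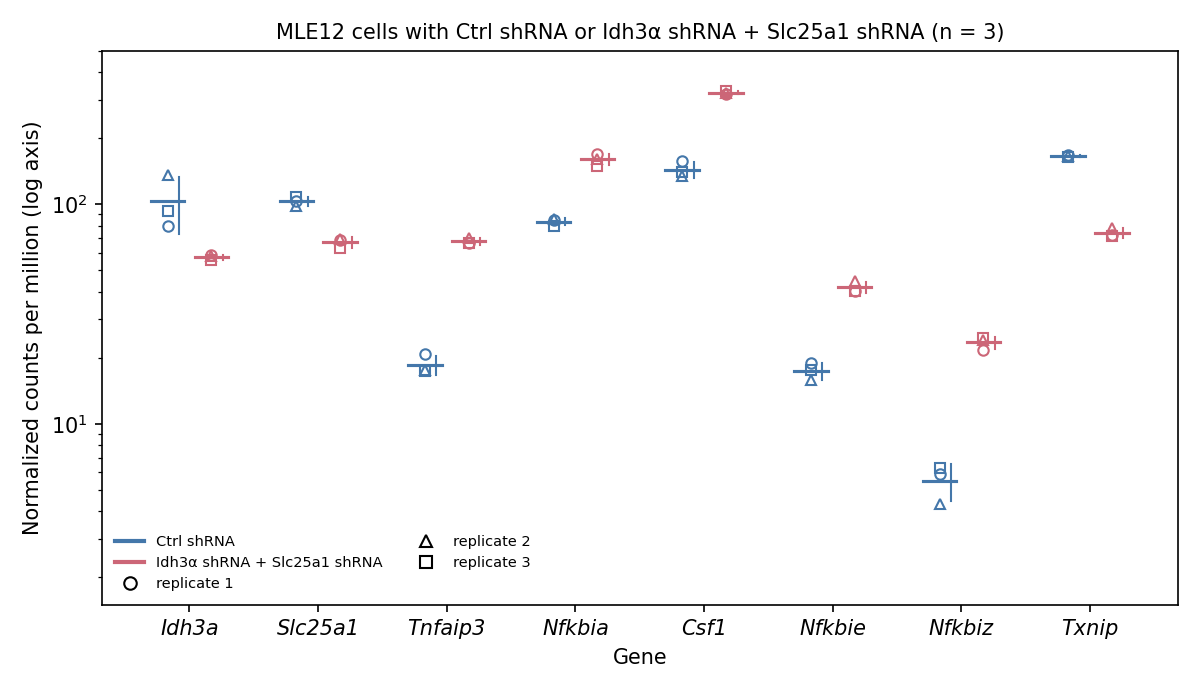
CPM (normalized counts, log axis) of the targeted genes Idh3a and Slc25a1 and of 6 of the 10 genes past the threshold in MLE12 cells with Ctrl shRNA (blue) or Idh3α shRNA + Slc25a1 shRNA (red). Each symbol is 1 sample, with its shape giving the replicate number, each horizontal line is a mean (n = 3) and each vertical line spans ± 1 SD; Ctrl shRNA replicate 2 is the highest sample for Idh3a, at 137 CPM, and the groups do not overlap in any gene shown.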

We found that 215 genes were upregulated in MLE12 cells with citrate^mt^ accumulation (Supplementary Fig. 4a). To determine the functional properties of the top 30 genes that were upregulated by citrate^mt^, we performed Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis. 

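The upregulated genes of the deposited counts were compared with a list of 111 genes of the KEGG TNF signaling pathway. The list was written from general knowledge of the pathway, and KEGG's own table was not used here. Of its genes, 95 were among those tested. Only 9 genes were higher at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so the top 30 held no more than these 9. On the list were 3 of them, *Csf1*, *Nfkbia* and *Tnfaip3* (Fisher's exact test, one-sided, odds ratio 82.4, p = 1.89e-05, against all genes tested). The upregulated genes were also taken from DESeq2, run without the count filter, and ranked by log2 fold change. Their top 30 held 8 genes of the list (one-sided Fisher's exact test, p = 2.47e-13, against a larger background of 27351 genes). These were *Bcl3*, *Ccl2*, *Creb5*, *Csf1*, *Cxcl1*, *Map3k8*, *Nfkbia* and *Tnfaip3*. Without Ctrl shRNA replicate 2, the edgeR top 30 also held 8 (one-sided Fisher's exact test, p = 7.57e-12, against 15709 genes), with *Cxcl10* in place of *Map3k8*. With limma's sample quality weights, chosen after seeing the data, the top 30 by fold change held 1 gene of the list, *Nod2* (one-sided Fisher's exact test, p = 0.171), while 33 of all 1327 upregulated genes were on it (p = 1.16e-12, same exact test).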

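Of the 95 genes tested of the TNF signaling list, 65 had a positive log2 fold change after Idh3α shRNA + Slc25a1 shRNA, with a median of 0.11. As a set, the list was higher than the other genes (camera from limma, two-sided, preset correlation 0.01, p = 5.92e-07, adjusted p = 3.35e-06 with Benjamini-Hochberg adjustment over 17 lists). The call held under fry (p = 0.00452, adjusted p = 0.0154 by Benjamini-Hochberg) but not when camera estimated the correlation between genes (p = 0.0893, adjusted p = 0.270 by Benjamini-Hochberg). In fits that each left out 1 library, the preset correlation gave p from 8.27e-08 to 1.90e-06. Adjusted over the list alone, 19 genes were higher and 1 was lower by edgeR's test, against 3 higher and 0 lower when adjusted over all genes tested; at an unadjusted p under 0.05 the numbers over all genes were 1144 and 1018. Of the list, 16 genes were higher and 1 was lower without Ctrl shRNA replicate 2 when adjusted over all genes tested, and 27 and 5 over the list alone. With DESeq2 these numbers were 15 and 1, and 21 and 1. The 31 tested genes of the list that were marked as transcriptional outputs, such as chemokines and NF-κB inhibitors, had a median log2 fold change of 0.54 (camera from limma, adjusted p = 4.36e-08 with Benjamini-Hochberg adjustment). The remaining 64 genes, receptors, adaptors and kinases among them, had a median of 0.09 and a camera p of 0.00346. With the much smaller TNF signaling set of Reactome, of which 8 genes were tested, none of the 9 higher genes was a member (Fisher's exact test, one-sided, p = 1) and the set as a whole had a camera p of 0.596. *Cxcl1* and *Ccl2*, which were singled out after their values were seen, had log2 fold changes of 2.71 and 2.02 with adjusted p of 0.111 and 0.296 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without Ctrl shRNA replicate 2 these were 3.16 and 2.92 (adjusted p = 0.00021 for both from edgeR's test), and with DESeq2 the adjusted p was 4.17e-10 and 0.0128. The mRNA of TNF itself could not be tested, since *Tnf* had 6 counts over all samples and no more than 2 in any. The paper states from its pathway analysis that TNF signaling rose with citrate mt accumulation, and names this pathway as a trigger of necroptosis, a form of cell death.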

KEGG pathway analysis indicated that the TNF signaling pathway was markedly increased in MLE12 cells with citrate^mt^ accumulation (Supplementary Fig. 4b), and the TNF signaling pathway is one of the critical signaling pathways that triggers necroptosis. For further validation, western blotting was performed. Interestingly, citrate^mt^ accumulation enhanced the expression of necroptosis-related proteins, including RIPK3 and MLKL monomers, and increased the levels of phosphorylated and trimerized MLKL (Fig. 4h, i). Citrate^mt^ accumulation also induced the translocation of trimerized MLKL to the plasma membrane to form pores, causing MLE12 cells to swell (Fig. 4j). We also established a citrate^mt^ accumulation model by chemically inhibiting IDH3 and CIC (Supplementary Fig. 5a, b). In this model, citrate^mt^ accumulation downregulated SP-C protein expression (Supplementary Fig. 5c) and significantly upregulated the expression and increased the phosphorylation of necroptosis proteins such as RIPK3 and MLKL (Supplementary Fig. 5d–g). Citrate^mt^ accumulation did not affect the levels of apoptosis or ferroptosis proteins (Supplementary Fig. 5f, g). Taken together, these results further suggest that citrate^mt^ accumulation specifically drives necroptosis.

### AEC-specific citrate^mt^ accumulation triggers necroptosis and exacerbates lung injury in mice

To investigate the effects of citrate^mt^ accumulation in AECs on lung tissue injury, we pretreated mice with IDH3 and CIC inhibitors (BTA and TBT) before intratracheal LPS administration. Compared with mice with LPS-induced ALI, mice that received LPS plus BTA and TBT had increased citrate^mt^ levels (Supplementary Fig. 6a), increased inflammation scores (Supplementary Fig. 6b, c), and higher left lung/weight ratios (Supplementary Fig. 6d). We also found that the expression and secretion of TNF-α and pro-IL-1β were increased in the serum and lungs (Supplementary Fig. 6e–h). The expression of SP-C was reduced, and the expression and phosphorylation of MLKL were elevated (Supplementary Fig. 6i). Immunofluorescence staining showed the colocalization of MLKL (green) and SP-C (red) in the lungs of ALI mice. MLKL fluorescence was increased, whereas SP-C fluorescence was decreased in the ALI + BAT + TBT group compared with the ALI group (Fig. 5a).

**Fig. 5:**
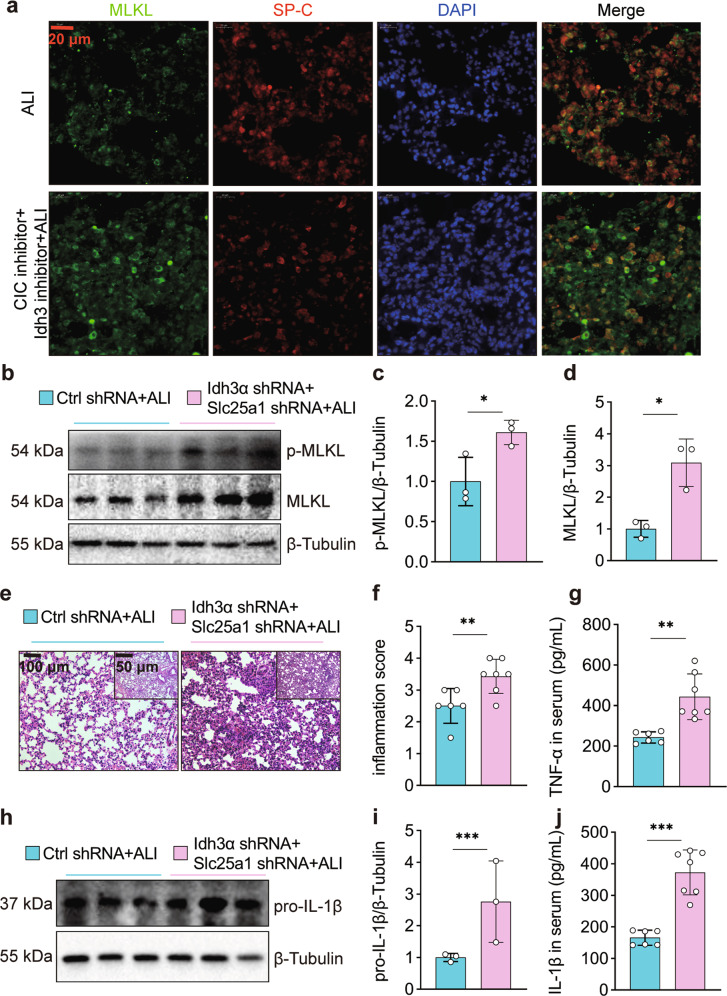
Citrate^mt^ accumulation amplifies necroptosis and exacerbates LPS-induced lung tissue injury. The mice were simultaneously injected with inhibitors of CIC and IDH3 or with sterile saline three days prior to intratracheal instillation of LPS (2.5 mg/kg) and were sacrificed 12 h after LPS administration. **a** Immunofluorescence staining and confocal microscopy were used to determine the localization of MLKL and SP-C. **b**–**d** Adenovirus vectors to specifically silence Slc25a1 and Idh3α in AECs were injected 10 days prior to intratracheal instillation of LPS (2.5 mg/kg), and the mice were sacrificed 12 h after LPS administration. MLKL and p-MLKL were detected by immunoblotting (*n* = 3). **e** Left lung tissue was embedded with paraffin and stained with hematoxylin and eosin (×100 and ×200 magnification). **f** The inflammation score was measured independently by three pathologists who were blinded to the experiment (*n* = 6–7). **g** Serum TNF-α levels were measured by ELISA (*n* = 6–7). **h**, **i** The expression of pro-IL-1β in the lungs was assessed by immunoblotting (*n* = 3). **j** Serum IL-1β levels were measured by ELISA (*n* = 6–7). The data are shown as the mean ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001.

We then examined whether citrate^mt^ accumulation-induced lung injury depended on AEC-specific citrate^mt^ accumulation. To clarify this issue, we simultaneously injected SP-C promoter-adenovirus silencing vectors for Idh3α and Slc25a1 10 days prior to intratracheal instillation of LPS (2.5 mg/kg). We found that AEC-specific silencing of Idh3α and Slc25a1 further increased the expression and phosphorylation of MLKL (Fig. 5b–d) and further exacerbated the LPS-induced inflammatory response, including thickening of the alveolar walls, interstitial infiltration of inflammatory cells, and collapse of alveoli (Fig. 5e, f). We also found that the expression and secretion of TNF-α and pro-IL-1β were increased in the serum and lungs of mice at 12 h after LPS treatment (Fig. 5g–j). These results suggest that AEC-specific citrate^mt^ accumulation amplifies necroptosis and exacerbates lung tissue injury in mice.

### Citrate^mt^ accumulation leads to excessive mitophagy in AECs *via* DRP1

To determine the potential mechanisms underlying citrate^mt^ accumulation-induced necroptosis in AECs, we examined whether citrate^mt^ accumulation had any effect on mitochondrial function. We measured the MMP and observed that citrate^mt^ accumulation induced mitochondrial depolarization, as indicated by a decrease in the JC-1 red/green fluorescence intensity ratio (Fig. 6a). Confocal image analysis showed TOM20 staining (Fig. 6b), which indicated that citrate^mt^ accumulation initiated mitochondrial fission in vitro. Phosphorylation of DRP1 at Ser^616^ promotes DRP1 recruitment to mitochondria and subsequent fission^39^. We found increased expression of DRP1 and increased levels of p-DRP1^Ser616^ in MLE12 cells with citrate^mt^ accumulation (Fig. 6c, d), whereas mitochondrial fusion-related genes such as *Mfn1* and *Mfn2* were downregulated (Fig. 6e). Interestingly, we extracted mitochondrial and cytosolic proteins from lung tissue and found that AEC-specific citrate^mt^ accumulation increased the protein and phosphorylation level of mitochondrial DRP1 in vivo (Fig. 6f, g), which suggested that the increase in DRP1 in the lungs of ALI mice was associated with mitochondria.

**Fig. 6:**
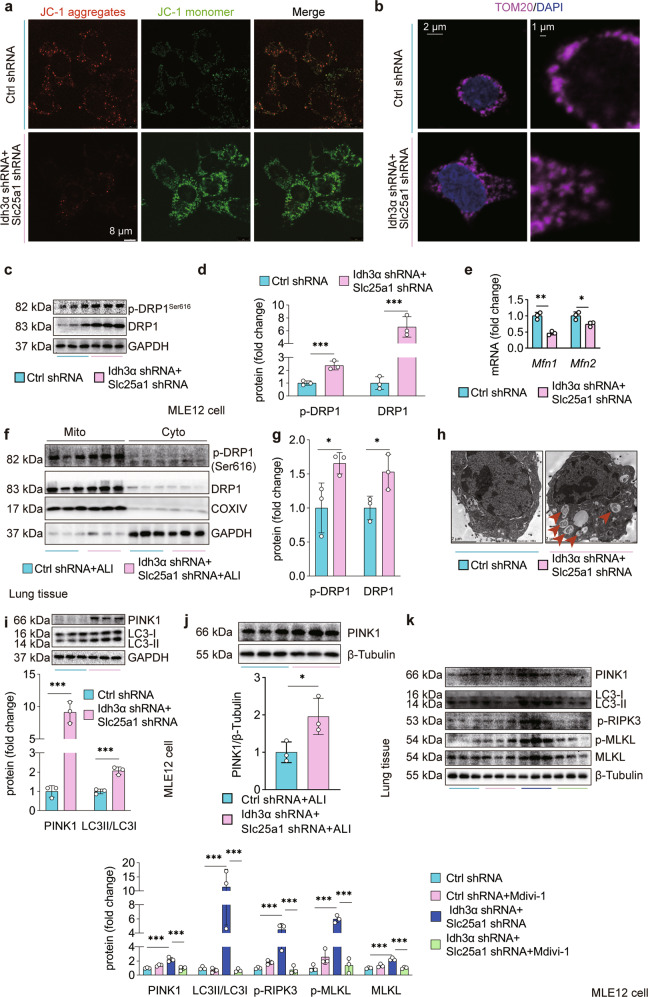
Citrate^mt^ accumulation induces excessive mitophagy *via* DRP1. **a** MMP was assessed by confocal laser scanning microscopy using the dye JC-1. **b** Confocal immunofluorescence staining of TOM20 was performed to visualize mitochondrial fission induced by citrate^mt^ accumulation. **c** *Mfn1* and *Mfn2* mRNA levels were measured by qPCR. **d**–**e** The total and Ser^616^ phosphorylated forms of DRP1 were measured by immunoblotting. **f**, **g** Adenovirus vectors (1 × 10^8^ PFU/20 g) to specifically silence Slc25a1 and Idh3α in AECs were injected 10 days prior to tracheal instillation of LPS (2.5 mg/kg), and the mice were sacrificed 12 h after LPS administration. Mitochondrial and cytosolic fractions were prepared. Silencing slc25a1 and Idh3α in AECs increased total and DRP1 protein in mitochondria (*n* = 3). **h** Autophagosome formation in mitochondria was detected by TEM. **i**, **j** The protein expression of PINK1 and LC3II/LC3I was measured by immunoblotting (*n* = 3). To observe the effects of DRP1 on mitophagy and necroptosis, MLE12 cells were treated with the DRP1-specific inhibitor Mdivi-1 (10 μM) for 1 h before lentiviral vector restimulation. **k** Mitophagy-related proteins (PINK1 and LC3II/LC3I) and necroptosis-related proteins (p-RIPK3, MLKL, and p-MLKL) were detected by immunoblotting (*n* = 3). The data are shown as the mean ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001.

DRP1-mediated mitochondrial fission contributes to excessive mitophagy, which leads to cell death^29,40^. DRP1 recruitment to mitochondria has a crucial function in PINK1/Parkin-mediated mitophagy activation^41^. Importantly, our TEM data showed that citrate^mt^ accumulation caused excessive autophagosome formation in mitochondria (Fig. 6h). Citrate^mt^ accumulation also upregulated the expression of the mitophagy-related protein PINK1 and increased the ratio of LC3-II/I, which is an autophagosome marker (Fig. 6i). Furthermore, AEC-specific citrate^mt^ accumulation upregulated the expression of PINK1 in the lungs of ALI mice (Fig. 6j). We found the same results in IDH3 + CIC inhibitor-treated MLE12 cells (Supplementary Fig. 7a, b). To evaluate the role of DRP1 in citrate^mt^ accumulation-induced mitophagy, we used Mdivi-1, a selective inhibitor of DRP1. We found that treatment with Mdivi-1 significantly reduced mitophagy and necroptosis in MLE12 cells following shRNA-mediated silencing of Idh3a and Slc25a1 (Fig. 6k). Collectively, these results indicate that the mitochondrial toxicity caused by citrate^mt^ accumulation in MLE12 cells and lung tissue is mainly induced by DRP1-mediated excessive mitophagy.

### Citrate^mt^ accumulation upregulates and recruits cytoplasmic DRP1 to mitochondria by directly binding to FUNDC1

We next examined how citrate^mt^ accumulation was associated with DRP1. Considering that FUNDC1 can recruit and activate DRP1^25^, we performed coimmunoprecipitation assays with anti-FUNDC1 and anti-DRP1 antibodies. As shown in Fig. 7a–d, citrate^mt^ accumulation strongly promoted the interaction between FUNDC1 and DRP1 and upregulated FUNDC1 levels in MLE12 cells (Fig. 7a, e). The protein expression of FUNDC1 in lungs and MLE12 cells was also upregulated in response to LPS challenge (Supplementary Fig. 8a, b). To further determine whether citrate could bind with FUNDC1, we used AutoDock and PyMOL software to predict and visualize the interaction of citrate with FUNDC1 (Fig. 7f). The results showed that citrate^mt^ could directly interact with FUNDC1. To confirm that FUNDC1 was required for citrate^mt^ accumulation-induced necroptosis, we generated a FUNDC1-KO MLE12 cell line with CRISPR/Cas9. Furthermore, we observed that the protein expression of DRP1 and trimerized MLKL and the levels of LC3II/LC3I were greatly reduced, whereas SP-C expression was increased in FUNDC1-KO MLE12 cells in response to citrate^mt^ accumulation (Fig. 7g, h). Collectively, these data demonstrate that citrate^mt^ directly binds to FUNDC1, which exacerbates DRP1-mediated mitochondrial fission.

**Fig. 7:**
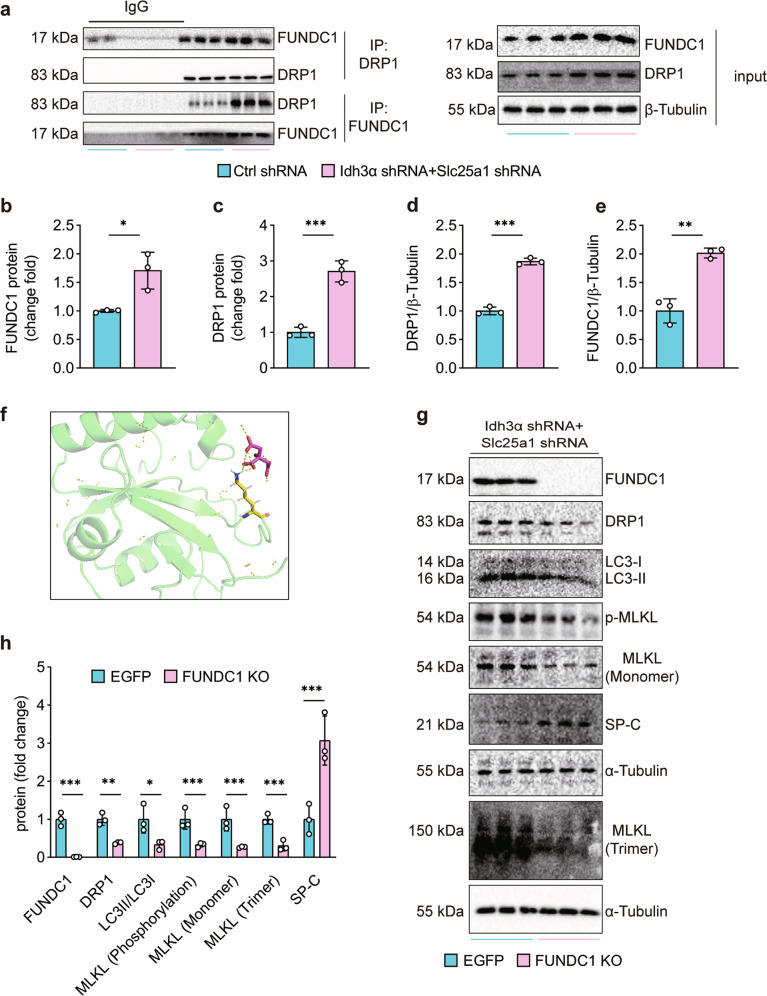
Citrate^mt^ accumulation recruits cytoplasmic DRP1 to mitochondria by direct binding to FUNDC1. **a**–**d** The interaction between FUNDC1 and DRP1 was detected by coimmunoprecipitation (*n* = 3). **a**, **e** Citrate^mt^ accumulation upregulated FUNDC1 protein expression (*n* = 3). **f** Molecular docking model of FUNDC1-citrate created by AutoDock and PyMOL. FUNDC1-KO MLE12 cells were generated *via* the CRISPR/Cas9 system. **g**, **h** Citrate^mt^ accumulation failed to increase the expression of DRP1 or increase the levels of LC3II/LC3I or trimerized MLKL in FUNDC1-KO MLE12 cells; SP-C protein expression was rescued in FUNDC1-KO MLE12 cells (*n* = 3). The data are shown as the mean ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001.

## Discussion

The present study used gain- and loss-of-function approaches to reveal that citrate^mt^ accumulation significantly contributed to AEC necroptosis during ALI, while a reduction in citrate^mt^ protected AECs against LPS-induced necroptosis. Mechanistically, we identified that accumulated citrate^mt^ interacted with DRP1 through FUNDC1 and enhanced mitochondrial fission, resulting in excessive mitophagy and triggering necroptosis in AECs, ultimately initiating and promoting the development of ALI/ARDS. We believe that our study uncovered a novel functional role for citrate^mt^ accumulation as a critical modulator of the FUNDC1/DRP1/excessive mitophagy axis in the lung, which may provide new strategies for treating AEC injury after exposure to LPS during ALI/ARDS.

Glucose metabolism is an essential energy and material source for cells and maintaining glucose homeostasis is essential in response to the spatiotemporal variability of environmental factors. Previously, we showed that glucose metabolic reprogramming occurred in the lungs in LPS-induced ALI^37^. To identify the mechanism, we measured glucose metabolic products. Pyruvate and citrate, which are key substrates of the TCA cycle, both accumulated. To verify the in vivo results, we observed that citrate accumulated in MLE12 cells after LPS challenge, suggesting that citrate may be a damaging factor that triggers ALI.

An in-depth investigation of the molecular mechanisms underlying citrate^mt^ accumulation-induced injury is required to understand LPS-induced ALI pathogenesis. Citrate is produced by the TCA cycle, where it is decarboxylated to generate α-KG by IDH3 or transported into the cytoplasm by CIC. Thus, the expression of IDH3 and CIC is highly correlated with citrate^mt^ homeostasis. Decreased expression of IDH3 and CIC suggests citrate^mt^ accumulation, which was confirmed by measuring citrate^mt^ levels. Citrate^mt^ is both an intermediate of the TCA cycle and a signaling molecule. For example, citrate^mt^ directly inhibits the activities of succinate dehydrogenase and pyruvate dehydrogenase^42^. Here, we found that citrate^mt^ induced AEC injury.

Kitamura et al. showed that Fas/Fas ligand-dependent AEC apoptosis occurred in mouse models of ARDS^43^. Necrosis regulation is involved in the pathogenesis of experimental ARDS^44^. Consistent with these reports, we found that 1, 3.3, and 10 μg/mL LPS induced necroptosis but not apoptosis or ferroptosis in MLE12 cells. Necroptosis is a caspase-independent form of lytic programmed cell death. Aberrant activation of necroptosis is implicated in many pathologies. The necroptosis pathway relies on RIPK3 activation^45^, which causes the phosphorylation and oligomerization of MLKL, which translocate to the plasma membrane, where it forms membrane-disrupting pores and leads to cell lysis^46^. We found that citrate^mt^ accumulation increased necroptosis-related proteins in AECs. In this work, we did not examine the effects of citrate^mt^ accumulation on pyroptosis because pyroptosis mostly occurs in macrophages, endothelial cells, and neutrophils^47^ during ALI. Collectively, these data indicate that citrate^mt^ induces AEC injury *via* necroptosis.

Mitochondria are highly dynamic, double-membrane organelles that participate in many functions within eukaryotic cells^48^. Maintaining mitochondrial health is essential for the survival and functions of eukaryotic organisms^49^. Mitochondrial homeostasis is ensured by coordinating mitochondrial biogenesis, mitochondrial fission, mitochondrial fusion, and mitophagy^50^. Mitochondrial fission, which is mediated by the cytosolic dynamin family member DRP1, is essential for growing and dividing cells to populate them with adequate numbers of mitochondria. DRP1 is recruited from the cytosol to form spirals around mitochondria that constrict and sever both the inner and outer membranes and then trigger fission^51^. However, excessive mitochondrial fission is an early marker of mitochondrial damage^29^, which leads to persistent mitochondrial loss, energy shortages, oxidative stress, and ultimately cell death^52^. DRP1-dependent mitochondrial fission is a prerequisite for mitophagy^52^. Mitophagy is an important protective mechanism for the selective removal of mitochondria to maintain cellular homeostasis in response to pathological conditions^53^. However, excessive mitophagy is maladaptive and linked to cell death^28,40^, such as cigarette smoke exposure-induced mitophagy-dependent necroptosis in lung emphysema^39^. DRP1-mediated mitochondrial fission induces LC3B lipidation and mitophagy, which requires Parkin/PTEN-induced kinase 1 (PINK1)^28^. AECs with accumulated citrate^mt^ exhibited excessive autophagosome formation, and citrate^mt^ upregulated the expression of PINK1 and increased the ratio of LC3-II/LC3-I, suggesting that elevated citrate^mt^ induced excessive AEC mitophagy *via* DRP1 and triggered necroptosis.

The mitochondrial-associated membrane protein FUNDC1 recruits DRP1 to drive mitochondrial fission in response to hypoxic stress^54^. Overexpression of FUNDC1 promotes mitochondrial dysfunction in cardiomyocytes exposed to normal glucose^55^, whereas silencing FUNDC1 alleviates chronic obstructive pulmonary disease by inhibiting mitophagy^56^. Here, we showed that the accumulation of citrate^mt^ promoted the interaction between DRP1 and FUNDC1. Citrate can inhibit PNPase by binding to the active sites of two distantly related PNPases^34^. The AutoDock and PyMOL results demonstrated that citrate could directly bind to FUNDC1, suggesting that accumulated citrate^mt^ recruits cytoplasmic DRP1 to mitochondria by directly binding to FUNDC1, consequently initiating the recruitment of DRP1 to drive mitochondrial fission, which leads to excessive mitophagy and ultimately triggers necroptosis in AECs during ALI.

Although citrate can inhibit PNPase by binding to the active sites of two distantly related PNPases^34^, in our study, the binding of FUNDC1 to citrate was predicted by PyMOL, and the binding of FUNDC1 to citrate should be more carefully confirmed using purified proteins in the future. In addition, this study focused on the molecular mechanism of citrate^mt^ accumulation-induced AEC death. Unlike macrophages, AECs are challenging to obtain from ARDS patients, especially healthy volunteers. Therefore, we have no ARDS patient data to confirm the role of citrate^mt^ accumulation in AECs death. Single-cell RNA sequencing may provide more accurate clues. Finally, even though TBT and BTA could suppress IDH3 or CIC, they lack specificity. Therefore, specific small molecules should be further screened. The inhalation of CIC and IDH3 agonists may be an effective strategy for attenuating the loss of AECs during ARDS.

In conclusion, our data demonstrate that accumulated citrate^mt^ directly binds to FUNDC1, recruits cytoplasmic DRP1 to mitochondria and exacerbates mitochondrial fission, resulting in excessive mitophagy and triggering necroptosis in AECs, ultimately initiating and promoting the development of ALI/ARDS (Fig. 8). We provide evidence that citrate^mt^ accumulation is associated with LPS-induced ALI. We suggest that targeting citrate^mt^ accumulation may be an additional therapeutic approach to reduce ALI/ARDS morbidity.

**Fig. 8:**
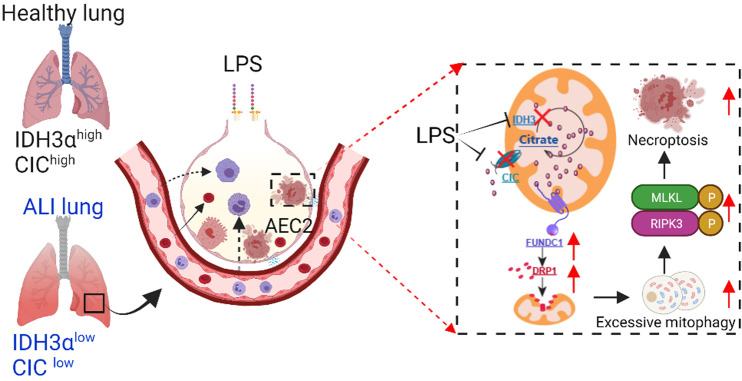
Schematic diagram showing citrate^mt^ accumulation-mediated necroptosis in AECs. LPS downregulates Idh3α and Slc25a1, leading to citrate^mt^ accumulation in AECs. Citrate^mt^ accumulation induces DRP1-mediated mitochondrial fission and excessive mitophagy *via* FUNDC1, which damages mitochondria in AECs. As a consequence of RIPK3 activation, MLKL is phosphorylated and activated, which leads to AEC necroptosis and ALI/ARDS.

## Supplementary information

Supplementary

## Data Availability

The data supporting the results of this study are available within the Source data files provided with this paper. The untargeted metabolomics data are available through with the following accession number: MTBLS4379. The RNA-seq data have been deposited in GEO with the following accession number: GSE197793.

How the deposited data were processed for this re-analysis (not part of the article)

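RNA-seq was analysed in 6 samples of MLE12 cells, 3 with Ctrl shRNA and 3 with Idh3α shRNA + Slc25a1 shRNA. Conditions and replicate numbers were taken from the sample labels and the group names from the paper. No sample was left out of the main comparison, and 0 columns of per-sample values were left unused.

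The authors deposited whole-number counts of reads per gene for 54532 mouse genes, with Ensembl identifiers, names and coordinates and without normalization. The authors also deposited FPKM values. These equal the counts divided by the gene length and by a library size of the authors' own, which was 0.716 to 1.08 times the total count of the sample. The sample labels describe paired-end Illumina sequencing and name a transcriptome assembly by Trinity, while both deposited tables are organised by Ensembl gene. The aligner, the counting program, its use of strand and the genome build are not named in the paper's text or in the labels. Of the genes, 54495 were also in the GENCODE M21 annotation of GRCm38, and 53585 of these (98.3%) had identical start and end positions, so coordinates are given on GRCm38. The shRNA sequences were matched to the GRCm38 transcripts of that annotation.

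The total count per sample ranged from 27273502 to 28535653 in the Ctrl shRNA group and from 27715153 to 28112519 in the knockdown group, so depth differed little between the groups. Replicates were checked for repeated libraries with a chi-square statistic per degree of freedom, which ran from 25.7 to 503 between Ctrl shRNA replicates and from 6.13 to 18.0 between knockdown replicates. All pairs differed by more than the sampling noise, and each sample was counted as 1 replicate.

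From the counts, genes were filtered with filterByExpr, scaled with TMM factors and tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with no covariate. The threshold was a Benjamini-Hochberg adjusted p under 0.05 over the 15307 genes tested, and a log2 fold change of at least 1 was used for the counts of genes changed by at least 2-fold. CPM values use the same factors. Gene lists were tested with camera in limma 3.58.1 on voom values, with a preset correlation of 0.01. The p of camera comes from a model across all genes, and an exact permutation of 3 samples against 3 could not give a two-sided p under 0.1. The TNF signaling list was also tested with a one-sided Fisher's exact test among the higher genes and among the 30 of them with the largest fold change. The 17 lists were TNF signaling, its transcriptional outputs, necroptosis core, ferroptosis, intrinsic apoptosis, interferon-stimulated genes, cholesterol biosynthesis, fatty acid synthesis, ATF4 targets, p53 targets, TCA cycle, glycolysis and hypoxia, mitochondrial fission and fusion, mitophagy, cell cycle, alveolar type 2 markers, and oxidative phosphorylation, mitochondrially encoded. They were written from general knowledge. A Reactome set was taken from fgsea 1.28.0. Tables were read and figures drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

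The mapping, the tests, the lists, the rule for naming genes and most alternatives were fixed before the data were examined. Under that rule the text names each gene the paper names for the model or its assays. It also names the 10 genes with the largest and the 5 with the smallest log2 fold change among those past the threshold whose groups do not overlap, and each TNF signaling list member that is higher by at least 2-fold or among the top 30. Genes outside the rule are described as chosen after their values were seen, and some items are not reported here. The alternatives were size factors of the median-of-ratios method, library size only, no count filter, at least 10 counts in every sample, protein-coding genes only, the replicate number as a block, each library left out in turn, DESeq2 1.42.0, and limma on log2(FPKM + 1) or log2(FPKM + 0.1). Other thresholds, fry, an estimated correlation and the Reactome set were also tried. After seeing the data, 3 more were added, namely limma with sample quality weights, edgeR with length and GC offsets, and DESeq2 without Ctrl shRNA replicate 2.

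The tests were run on simulated counts with 200 genes changed 2-fold. With the spread of all 6 libraries, edgeR tested 14943 genes and recovered 40 of the changed genes (20%) with 4 false calls, while DESeq2 tested 15306 genes and recovered 133 (66.5%) with 82 false calls. With the spread found without Ctrl shRNA replicate 2, edgeR tested 15046 genes and recovered 179 (89.5%) with 10 false calls, and DESeq2 tested 15307 genes and recovered 183 (91.5%) with 21 false calls. Limma on log2(FPKM + 1) recovered 30 of the 200 among 11787 genes with the spread of all libraries, and 160 (80%) among 11748 genes with the smaller spread. In edgeR, most of the simulated 2-fold changes were not recovered at the spread of all 6 libraries. Every simulated library was given the same spread per gene, while in the data Ctrl shRNA replicate 2 stood apart. The recovered and false shares at that spread therefore need not hold for the data. Protein measurements, quantitative PCR, metabolite levels and the animal experiments of the paper were not analysed here.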

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

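The tests of length and GC content, sample splits and seed sites in *Txnip* were chosen only after the results in this part were seen. The fits that each left out 1 library were set before the data were examined. Their use here as tests of single libraries was chosen afterwards. The seed test across genes and the interferon test were set earlier.

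The list of ATF4 targets, amino acid and stress response genes that the paper does not discuss, was lower in knockdown cells (camera, Benjamini-Hochberg adjusted p = 4.36e-08 over 17 lists). Of its 31 tested genes, 6 had a positive log2 fold change, and the median was -0.31. In each of the 3 knockdown samples the list stood below each of the 3 controls. Adjusted over the list alone, 12 genes were lower and 1 was higher, and over all genes tested 0 passed in either direction, against 1018 lower and 1144 higher genes at an unadjusted p under 0.05. Over all genes tested, 8 of its genes were lower and 0 higher without Ctrl shRNA replicate 2, and the same numbers passed with DESeq2. Fry gave an adjusted p of 0.00496 and an estimated correlation 0.0888, both by Benjamini-Hochberg. A single library as the cause is argued against by the fits that each left out 1 library, in all of which the list was lower with a camera p of at most 5.73e-06. A length or GC trend is argued against by a camera p of 4.55e-11 with offsets for both. Of the 10 splits of the 6 samples into 3 and 3, 1 gave a p as small, the real one, and another split reached 1.12e-04. With 10 splits the share cannot fall below 0.1. Without Ctrl shRNA replicate 2, the real split gave a camera p of 2.44e-11, and the next smallest were 1.38e-08 and 1.69e-07. Those splits set 2 knockdown samples against the rest, so they keep part of the real contrast. Chance, the number of lentiviruses per cell and the knockdown itself stay open. A response of amino acid metabolism to altered citrate handling is a hypothesis that no measurement here tests.

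The list of fatty acid synthesis genes was higher in knockdown cells (camera, Benjamini-Hochberg adjusted p = 0.000487). The paper discusses *Acly* of these genes but not the list, and without *Acly* the 14 remaining genes had a camera p of 3.45e-04. Of its 15 tested genes, 11 had a positive log2 fold change, with a median of 0.21. All 3 knockdown samples stood above all 3 controls for the list. Adjusted over the list alone, 5 genes were higher and 0 were lower. Over all genes tested 0 were higher, and 2 were higher both without Ctrl shRNA replicate 2 and with DESeq2. Fry gave an adjusted p of 0.0205, and the estimated correlation gave 0.270, both by Benjamini-Hochberg. No library left out took the camera p above 0.000581. With length and GC offsets the p was 0.0112 over all samples and 0.000604 without Ctrl shRNA replicate 2, which argues against these trends as the whole cause. The real split gave the smallest p, 1 of 10 splits, and the next smallest was 0.00686. Without Ctrl shRNA replicate 2, the real split gave a camera p of 0.000162. The next smallest was 0.000872, with 2 knockdown samples against the rest, which keeps part of the real contrast. Chance therefore stays open at this number of samples. The knockdown stays open as well. Because Slc25a1 exports citrate, from which cytosolic acetyl-CoA is made, a candidate explanation is a response of lipid genes to lower cytosolic citrate, and cytosolic citrate was not analysed here. The cholesterol biosynthesis list, which lipid regulators often share, had an adjusted p of 0.219 by camera and 0.0437 by fry (Benjamini-Hochberg).

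The list of mitochondrially encoded oxidative phosphorylation genes, which the paper does not discuss, was lower in knockdown cells (camera, Benjamini-Hochberg adjusted p = 0.0489). Its 12 tested genes had a median log2 fold change of -1.35. The list stood at 2.08 on the log2 scale in Ctrl shRNA replicate 2, relative to the mean over all libraries, and between -0.58 and -0.18 in the other 5. Without that library the direction turned, with a median of 0.04 and a camera p of 0.666. With length and GC offsets and without that library, the list was higher, with a camera p of 0.0107. With all libraries the adjusted p was 0.612 with fry, 5.08e-05 by camera with library size only, and 0.0561 by camera with median-of-ratios size factors (Benjamini-Hochberg). The difference was therefore in line with 1 library as its source, and no lower level in knockdown cells was detected in the other libraries.

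*Txnip*, a gene the paper does not discuss, was the 1 lower gene past the threshold, with a log2 fold change of -1.16 (adjusted p = 0.0164 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was lower in 3 of 3 knockdown samples. A length or GC trend is argued against by its value of -1.23 with offsets for both. Direct targeting through the seed of either guide, positions 2 to 8 from the guide's 5′ end, is argued against by 0 sites of either seed in its 3′ UTR. With each library left out in turn the log2 fold change stayed between -1.20 and -1.13, although it passed the threshold only without Ctrl shRNA replicate 2, where the adjusted p was 0.00021. Over the alternatives set before the data were examined, the Benjamini-Hochberg adjusted p ran from 4.05e-33 with DESeq2 to 0.630 with library size only. *Arrdc4*, chosen after its values were seen because it is regulated with *Txnip* by glucose-sensing factors, had a log2 fold change of -1.01 (adjusted p = 0.256), and -1.22 without Ctrl shRNA replicate 2 (adjusted p = 0.00721, both from edgeR's test with Benjamini-Hochberg adjustment). With DESeq2 and all samples its Benjamini-Hochberg adjusted p was 0.0226. Lower activity of glucose-sensing factors is a hypothesis that was not tested beyond these genes. An effect of the dose of lentivirus, which as the paper gives it was lower in the controls, and the knockdown itself both stay open.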

How the results depend on the processing

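The settings with sample quality weights, with length and GC offsets and with DESeq2 without Ctrl shRNA replicate 2 were chosen only after the results were seen.

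In all settings run across genes, the 10 genes past the threshold kept their direction. All 10 also passed it with median-of-ratios size factors, no count filter, at least 10 counts in every sample, protein-coding genes only, DESeq2, no Ctrl shRNA replicate 2, and sample quality weights. With length and GC offsets 9 did, and with limma on FPKM 9, 9 and 7 did, while with library size only none did. The numbers of higher and lower genes, 9 and 1 (6 and 1 by at least 2-fold), were less stable. Across the fits that each left out 1 library they ran from 0 to 175 and from 0 to 106 (from 0 to 18 and from 0 to 13 by at least 2-fold). The highest values came without Ctrl shRNA replicate 2. Without Ctrl shRNA replicate 1, 1 gene was higher and 0 were lower, and in the other 4 fits no gene passed, against 603 to 725 higher and 333 to 1272 lower genes at an unadjusted p under 0.05. In the same fits the log2 fold change of *Idh3α* ran from -0.997 to -0.60 and that of *Slc25a1* from -0.66 to -0.57, both passing the threshold only without Ctrl shRNA replicate 2.

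With library size only, 1 gene was higher and 0 were lower (1 and 0 by at least 2-fold; 497 and 697 at an unadjusted p under 0.05). This scaling moved the median log2 fold change of all genes from -0.01 to 0.16, and turned the log2 fold changes of *Mlkl* (0.11), *Acsl4* (0.19), *Bax* (0.13), *Bcl2* (0.14) and *Sdhα* (0.031) positive. Without a count filter 3 genes were lower, all by at least 2-fold, and *Bcl2* was at 0.0022. With protein-coding genes only 3 were lower, 2 by at least 2-fold. Limma on log2(FPKM + 1) gave 2 lower genes (2 by at least 2-fold) and on log2(FPKM + 0.1) 3 (3 by at least 2-fold). DESeq2 gave 216 higher and 143 lower genes (19 and 69 by at least 2-fold), with *Idh3α* at -0.84 and *Slc25a1* at -0.62, both past the threshold. At an adjusted p under 0.01, 0 genes were higher and 0 lower, and at an unadjusted p under 0.05 1144 were higher and 1018 lower (59 and 378 by at least 2-fold). Sample quality weights gave 1327 and 971 (182 and 153 by at least 2-fold), with the targets at -0.67 and -0.68. Length and GC offsets gave 18 and 10 (3 lower by at least 2-fold), with *Slc25a1* at -0.66. DESeq2 without Ctrl shRNA replicate 2 gave 495 and 333 (18 and 15), with the targets at -0.59 and -0.66. Both targets passed the threshold in the settings of this paragraph that give both values, while with length and GC offsets *Slc25a1* passed and *Idh3α*, at -0.84 (adjusted p = 0.171 from edgeR's test with Benjamini-Hochberg adjustment), did not. The quality weight of Ctrl shRNA replicate 2 was 0.101 against 0.621 to 3.19 in the others, and without it the biological coefficient of variation was 0.102 in place of 0.263. The other causes were not tested.

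Leaving out 1 library turned the sign of *Ripk3* (from -0.10 to 1.20), *Mlkl* (-0.23 to 0.093), *Acsl4* (-0.10 to 0.11), *Bax* (-0.19 to 0.023), *Mfn1* (-0.033 to 0.079) and *Bcl2* (-0.11 to 0.14), none of which passed the threshold.

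Replicate numbers are shared between the groups, but the paper's methods name no pairing, so the numbers were not taken as pairs. Deviations from the group mean of samples with the same number correlated at -0.155, -0.092 and 0.043. Because Ctrl shRNA replicate 2 shifts the control mean, these values cannot rule pairing out. With the replicate block, 0 genes were higher and 0 lower (0 and 0 by at least 2-fold; 687 and 446 at an unadjusted p under 0.05), and the TNF signaling list kept a camera p of 1.62e-06.

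The TNF signaling list was enriched among the higher genes in each setting where this was computed, which leaves out the unadjusted threshold, with a one-sided Fisher's exact p from 5.19e-16 to 0.00621 and from 8.60e-15 to 0.00617 among the fits that left out 1 library, except with the Reactome set (p = 1; camera p = 0.596). With library size only and without Ctrl shRNA replicate 1, just 1 gene was higher, *Cxcl1* and *Tnfaip3* in turn. The Fisher's exact p of 0.00621 and 0.00617 there is only the share of tested genes on the list. With limma on FPKM the enrichment rested on 2 genes of the list. No value was possible with the replicate block, without Ctrl shRNA replicate 3 or without any knockdown replicate, where no gene was higher. In the top 30 with sample quality weights p was 0.171. Camera with an estimated correlation gave 0.0893 for the list, and 0 of the 17 lists passed in place of 6. Fry passed 7, and placed the ferroptosis list (0.183) and the p53 targets list (0.341) on the higher side without a call. The cause was not tested. In simulated counts at the spread of all libraries, edgeR recovered 20% of genes changed 2-fold. The simulated libraries all had the same spread, unlike the data, so this share need not hold for the data.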

Differences from the paper's values

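No test in this part was chosen after the result was seen, apart from the added settings and the combined thresholds, which are named as such.

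The paper reports 215 upregulated genes in cells with citrate mt accumulation, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 9. Of the alternatives set before the data were examined, DESeq2 gave 216 genes and edgeR without Ctrl shRNA replicate 2 gave 175, both within 1.5 times of the paper's number. The remaining ones, each changing 1 choice, did not come within 1.5 times of it. They gave between 0 and 12 genes at an adjusted p, and 1144 genes at an unadjusted p under 0.05. The settings added after seeing the data, sample quality weights, length and GC offsets, and DESeq2 without Ctrl shRNA replicate 2, gave 1327, 18 and 495. When an unadjusted p under 0.05 was combined with a change of at least 2-fold, a combination examined only after the result was seen, edgeR gave 59 genes with all samples, 215 without Ctrl shRNA replicate 1, 145 without Ctrl shRNA replicate 2 and 294 with no count filter, and DESeq2 gave 257. With DESeq2 without Ctrl shRNA replicate 2 that combination gave 158, and sample quality weights gave 182 genes at an adjusted p under 0.05 by at least 2-fold. Several settings thus come near the paper's number, and the number does not single out 1 of them.

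For *Mfn1* mRNA, measured by quantitative PCR in the paper, the ratio of knockdown to control was about 0.45 in Fig. 6e, read by eye. In the RNA-seq counts it was 1.02, and none of the alternatives set before the data were examined closed the gap, with ratios from 0.977 to 1.14.

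The paper states that *Mfn2* mRNA fell as well. In the counts its log2 fold change was 0.12 (standard error 0.08, adjusted p = 0.490 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a ratio of 1.08 against about 0.75 in Fig. 6e, read by eye. The ratio stayed above 1 in each alternative set before the data were examined, from 1.04 without Ctrl shRNA replicate 2 to 1.21 with library size only.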

Other observations

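The tests of single lists and of Ctrl shRNA replicate 2 in this part were chosen only after the results were seen, while the tests of seed sites, the interferon list, length and GC content over the called genes, single libraries for the TNF signaling list and splits for the number of genes were set earlier.

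Ctrl shRNA replicate 2 stood apart from the other 5 libraries. Of the genes tested, 671 had 0 counts in it, against 0 to 38 in the others, and sampling at its effective depth would give 6.36, which argues against lower depth as the cause. For the 1530 genes with the shortest transcripts, 10% of those with a known length, each library was set against the mean of the rest. The median shift was 1.16 on the log2 scale in Ctrl shRNA replicate 2, against -0.34 to 0.07 in the others. Length and GC content explained 13.9% of the deviations of Ctrl shRNA replicate 2 across genes. After both trends were removed its highest correlation with another library was 0.951, below the lowest among the other 5, 0.982. These trends alone are therefore argued against. RNA quality, the amount of starting RNA and a difference between the cells of that culture stay open, and no value here separates them. The paper's text gives no reason to leave it out.

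The number of genes past the threshold was weighed against technical sources. Of the 10 splits of the 6 samples into 3 and 3, 1 gave as many genes, the real one, and the other 9 gave 0, with 88 to 746 genes at an unadjusted p under 0.05 against 2162. The share cannot fall below 0.1 in this design, so chance is not excluded. With length and GC offsets 9 of the 10 genes remained past the threshold, although length and GC content explained 20.7% of the variance of the log2 fold changes with all libraries and 3.30% without Ctrl shRNA replicate 2. The guides of both shRNAs might lower other mRNAs through their seeds. Genes with a 3′ UTR site of the Idh3α guide (AGACATT, 1699 genes) had a shift at percentile 53.4 of all 7-base words, and those with a site of the Slc25a1 guide (ACGATGA, 222 genes) at percentile 59.5, so neither seed stood out. An interferon response to infection with more lentivirus was not seen, since the interferon-stimulated list had a median log2 fold change of -0.11 (camera, Benjamini-Hochberg adjusted p = 0.219). Other responses to the dose of lentivirus stay open. A difference in whether any shRNA was expressed stays open too, since the labels call the control vector empty. In the simulated counts at the spread of all 6 libraries, DESeq2 called 215 genes, of which 82 were false. There edgeR called 44, of which 4 were false. Every simulated library had the same spread per gene, while in the data Ctrl shRNA replicate 2 stood apart. The simulation therefore cannot decide what share of the DESeq2 calls in the data is false.

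The rise of the TNF signaling list could rest on 1 library, but in each fit that left out 1 library it was higher, with a camera p of at most 1.90e-06. Of the 10 splits, 1 gave a p as small, the real one, and the next smallest was 5.09e-04. Without Ctrl shRNA replicate 2, the real split gave a camera p of 1.21e-06. The next smallest was 1.69e-05, with 2 knockdown samples against the rest, which keeps part of the real contrast. The rise was not confined to transcriptional outputs by the camera test, since the rest of the list had a camera p of 0.00346 with a median of 0.09, but without Ctrl shRNA replicate 2 that p was 0.0380 and the median 0.02. Without the 3 genes past the threshold the list still had a camera p of 1.56e-05. Several of the higher genes, *Tnfaip3*, *Nfkbia*, *Nfkbie* and *Nfkbiz*, encode inhibitors or modulators of NF-κB. A candidate explanation is NF-κB activity with its own feedback, from any of several receptors. *Tnf* and *Il1b* had 6 and 14 counts over all samples, so a source of TNF within the cells was not detectable at this depth.

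The necroptosis core list was higher (camera, Benjamini-Hochberg adjusted p = 0.0158, median log2 fold change 0.19 over 17 genes), and 14 of its 19 genes are also on the TNF signaling list. Without the shared genes, the 4 that remained had a camera p of 0.00771, so the overlap alone is argued against. Without *Tnfaip3* and *Birc3* the list had a camera p of 0.0993, but these genes were picked because they had risen, so this does not decide whether they carry the rise. With all samples in edgeR, the 1 member past the threshold was *Tnfaip3*. Camera counted every member alike, whether its product promotes or restrains necroptosis. A higher list therefore does not by itself mean more necroptosis. The list did not pass without Ctrl shRNA replicate 1 (adjusted p = 0.0517), with sample quality weights, chosen after seeing the data (0.101), or with an estimated correlation (0.216), all by camera with Benjamini-Hochberg adjustment. It passed without Ctrl shRNA replicate 2 (adjusted p = 0.0210 by camera with Benjamini-Hochberg adjustment), with a median of 0.10. *Ripk3* had 6 to 63 counts per library and a log2 fold change of 0.33 (standard error 0.64), and *Mlkl* had -0.12 (standard error 0.17), neither larger than the spread between replicates, while the paper reports higher RIPK3 and MLKL protein. Without Ctrl shRNA replicate 2 these were -0.10 and 0.09.

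Other mRNAs of proteins the paper measured were read from the same counts, with adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Sftpc*, whose protein SP-C the paper reports lower, had a log2 fold change of -1.07 (adjusted p = 0.315). Without Ctrl shRNA replicate 2 it had -0.65 (adjusted p = 0.0438). Its adjusted p reached 0.675 over the alternatives set before the data were examined. *Pink1*, whose protein the paper reports higher, had -0.46 (adjusted p = 0.209) and was lower in 3 of 3 knockdown samples. With DESeq2 it had -0.45 (adjusted p = 0.0179). Its adjusted p reached 0.699 over the alternatives set before the data were examined. *Dnm1l*, which encodes DRP1, had 0.05, and *Fundc1* had -0.84 (-0.17 without Ctrl shRNA replicate 2). *Gpx4* had -0.82 and *Acsl4* -0.02, and *Gpx4* moved to -0.16 without Ctrl shRNA replicate 2; its reads can be shared with processed pseudogenes. *Bax* and *Bcl2* had -0.07 and -0.01. *Tomm20* and *Map1lc3b* had -0.69 and -0.51, and -0.04 and -0.08 without Ctrl shRNA replicate 2. *Sdhα* had -0.14 and *Acly* 0.24. None of these passed the threshold with all samples in edgeR.

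The remaining lists did not pass an adjusted p of 0.05 by camera with Benjamini-Hochberg adjustment and all samples. The adjusted p was 0.610 for ferroptosis, intrinsic apoptosis, and mitochondrial fission and fusion, 0.753 for p53 targets, 0.535 for alveolar type 2 markers and 0.263 for mitophagy. It was 0.0762 for cell cycle and 0.219 for the TCA cycle and for glycolysis and hypoxia, the last of which had 0.0143 with fry. The cell cycle list, on the lower side, passed with no count filter (0.0125), without Ctrl shRNA replicate 3 (0.0293), without knockdown replicate 2 (0.0289) and with length and GC offsets, chosen after seeing the data (0.0279), and the interferon-stimulated list, also on the lower side, with no count filter (0.0496). Among genes chosen after their values were seen, the immediate early genes *Egr1* and *Fos* had log2 fold changes of -1.35 and -1.29 (adjusted p = 0.104 and 0.135 from edgeR's test with Benjamini-Hochberg adjustment), and -1.40 and -1.10 without Ctrl shRNA replicate 2 (adjusted p = 0.00663 and 0.00649 from the same test). With DESeq2 their Benjamini-Hochberg adjusted p was 6.49e-08 and 2.60e-06.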
